# Coral-zooxanthellae meta-transcriptomics reveals integrated response to pollutant stress

**DOI:** 10.1186/1471-2164-15-591

**Published:** 2014-07-12

**Authors:** Kurt A Gust, Fares Z Najar, Tanwir Habib, Guilherme R Lotufo, Alan M Piggot, Bruce W Fouke, Jennifer G Laird, Mitchell S Wilbanks, Arun Rawat, Karl J Indest, Bruce A Roe, Edward J Perkins

**Keywords:** Coral holobiont, Marine pollution, Meta-transcriptomics, *Acropora*, Zooxanthellae, RDX, Symbiosis, Transcriptional network, Next generation sequencing

## Abstract

**Background:**

Corals represent symbiotic meta-organisms that require harmonization among the coral animal, photosynthetic zooxanthellae and associated microbes to survive environmental stresses. We investigated integrated-responses among coral and zooxanthellae in the scleractinian coral *Acropora formosa* in response to an emerging marine pollutant, the munitions constituent, 1,3,5-trinitro-1,3,5 triazine (RDX; 5 day exposures to 0 (control), 0.5, 0.9, 1.8, 3.7, and 7.2 mg/L, measured in seawater).

**Results:**

RDX accumulated readily in coral soft tissues with bioconcentration factors ranging from 1.1 to 1.5. Next-generation sequencing of a normalized meta-transcriptomic library developed for the eukaryotic components of the *A. formosa* coral holobiont was leveraged to conduct microarray-based global transcript expression analysis of integrated coral/zooxanthellae responses to the RDX exposure. Total differentially expressed transcripts (DET) increased with increasing RDX exposure concentrations as did the proportion of zooxanthellae DET relative to the coral animal. Transcriptional responses in the coral demonstrated higher sensitivity to RDX compared to zooxanthellae where increased expression of gene transcripts coding xenobiotic detoxification mechanisms (i.e. cytochrome P450 and UDP glucuronosyltransferase 2 family) were initiated at the lowest exposure concentration. Increased expression of these detoxification mechanisms was sustained at higher RDX concentrations as well as production of a physical barrier to exposure through a 40% increase in mucocyte density at the maximum RDX exposure. At and above the 1.8 mg/L exposure concentration, DET coding for genes involved in central energy metabolism, including photosynthesis, glycolysis and electron-transport functions, were decreased in zooxanthellae although preliminary data indicated that zooxanthellae densities were not affected. In contrast, significantly increased transcript expression for genes involved in cellular energy production including glycolysis and electron-transport pathways was observed in the coral animal.

**Conclusions:**

Transcriptional network analysis for central energy metabolism demonstrated highly correlated responses to RDX among the coral animal and zooxanthellae indicative of potential compensatory responses to lost photosynthetic potential within the holobiont. These observations underscore the potential for complex integrated responses to RDX exposure among species comprising the coral holobiont and highlight the need to understand holobiont-species interactions to accurately assess pollutant impacts.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-591) contains supplementary material, which is available to authorized users.

## Background

Coral reef ecosystems are experiencing dramatic worldwide declines due to the coupled impacts of local habitat degradation and global warming [1–3]. As these threats mount, the survival of corals increasingly depends on their capacity to rapidly establish physiological acclimation to environmental change [4–7]. While corals have shown remarkable resilience to extreme environmental changes through geological time [8], relatively little is known of the mechanisms that have facilitated acclimation.

Environmental change in the form of pollutant release into marine environments also poses potential threats to coral survival. Historic and on-going military activities have resulted in the presence of discarded and unexploded ordinance (UXOs) containing the high explosive 1,3,5-trinitro-1,3,5 triazine (RDX) in critical coral reef habitats (i.e. Vieques, Puerto Rico [9] and Oahu, Hawaii [10]) posing unknown threats to already embattled ecosystems as the UXOs age and potentially leach RDX. Therefore, understanding the response of coral to ordinance compound exposures such as RDX is critical for the conservation and preservation of these reef ecosystems.

Corals represent a complex community called the “coral holobiont” composed of the coral animal, algal symbionts (*zooxanthellae*) within the coral tissues, and microbes inhabiting the coral mucus [11–14]. The photosynthetic activity of the zooxanthellae has been observed to contribute as much as 95% of the carbon requirement for daily respiration and growth of the coral holobiont [15]. In return, the corals provide a protective environment for the zooxanthellae in addition to essential nutrients derived from heterotrophic feeding [15, 16] and fixation by associated microbes [17].

As a critical step toward deciphering changes in coral holobiont interactions that reflect acclimation to environmental stressors, we have completed the first broad-scale meta-transcriptomics study of the coral *Acropora formosa*. In marked contrast to previous sequencing efforts where coral genomic DNA was physically separated from that of zooxanthellae before analysis (i.e. [18–21]), we have characterized the protein-coding genes for the *in situ* holobiont including both coral and zooxanthellae (the *metatranscriptome*). This approach provided the ability to investigate global transcript expression within an intact symbiotic relationship between coral and zooxanthellae and thus enable the observation of interactive metabolism among species. *A. formosa* represents a useful coral model species that can be easily cultivated for use in controlled laboratory experimentation. Furthermore, *A. formosa* is ecologically and physiologically similar to other ecologically relevant *Acropora* species occurring in reef tracts around the world [22].

Here, we examined coral holobiont responses to RDX exposure using bioconcentration measures, coral-zooxanthellae meta-transcriptomics, transcriptional network analysis and preliminary studies of zooxanthellae and mucocyte density. In addition to providing meta-transcriptome characterization for the eukaryotic components of the *A. formosa* coral holobiont, this study demonstrates the integrative responses among the coral animal and zooxanthellae that comprise the coral holobiont to an emerging marine pollutant.

## Methods

### Ethics statement

The work described in this paper represents laboratory studies conducted using aquarium-cultured *Acropora formosa* coral fragments that were purchased from the Oceans, Reefs and Aquaria Company (ORA, Harbor Branch Oceanographic Institution, Ft. Pierce, FL). The study did not involve vertebrate testing or experiments with threatened or endangered species.

### RDX exposures

Fragments of the branched coral *A. formosa* ranging in size from 4 to 7 cm were allowed to acclimate to exposure chambers for 24 hours prior to experiment initiation (details on shipping and processing of corals is provided in the Additional file 1). Exposure chambers consisted of 38 L glass aquaria filled with 20 L of reconstituted seawater (Crystal Sea® Marinemix, Marine Enterprises International, Baltimore, MD) and equipped with a Coralife Super Skimmer and Bio Balls (Central Garden and Pet Co., Walnut Creek, CA) placed in the outlet filtration box. Given facility limitations and the requirement of this specific exposure chamber setup to maintain coral health, the experimental design included single exposure chambers containing five independent biological replicates. While single exposure chambers do not allow exclusion of variation in responses due to the exposure apparatus versus RDX exposure concentration, our principle concern was variation in biological responses at the individual level. Water quality, analytical chemistry and environmental conditions (methods and results described below) were closely monitored for consistency across all chambers to ensure variations in responses were due to the RDX exposure concentrations. We considered the individual coral fragments within each tank to represent true statistical replicates as has been described previously [23–25] only after careful empirical consideration through monitoring criteria contributing to statistical independence [26] and establishing dose–response relationships across the independent exposure aquaria (see Additional file 1 for detailed discussion).

Exposures included a control chamber (0 mg/L) and RDX-exposure chambers where RDX dissolved directly in seawater was added to exposure media targeting 0.5, 1.0, 2.0, 4.0 and 8.0 mg/L concentrations (see Additional file 1 for comments on expected exposure levels in the environment). Exposure media were maintained at 27°C by water re-circulating REMCOR heating/cooling units (REMCOR Products Company, Glendale Heights, IL). Salinity was maintained at 32 ppt and a 16:8 hr light-to-dark photoperiod applied with four high-intensity full-spectrum Phillips, Alto Collection F40T12/DX, 40 Watt, 6500 Kelvin, 48 inch light bulbs (Phillips Corporation, Amsterdam, Netherlands) housed in high reflectance Lithonia Lighting® Model 1241DP chromed light fixtures (Acuity Brands Company, Conyers, GA) placed approximately 7 cm above each exposure chamber. RDX concentrations and water quality parameters including temperature, salinity, pH, dissolved oxygen concentration, ammonia concentration, and nitrogen concentration were measured daily. At the termination of the RDX exposure bioassay, 3 of the 5 coral fragments from the control as well as each of the RDX exposure conditions were selected at random and immediately fixed in RNA Later™ (Ambion, Austin, TX) following manufacturers recommendations. For the remaining coral fragments, one was selected at random for RDX bioaccumulation analysis in coral soft tissues, while the final fragment was used for preliminary investigations of RDX effects on coral soft tissue histology/histochemistry.

### Analytical chemistry of exposure water

The concentration of RDX in exposure chambers was determined by daily sampling of exposure water. Two mL of exposure water was pipetted into 4 mL amber HPLC sampler vials and analyzed following USEPA method 8330 [27] on a Waters HPLC using C18 and CN columns (detailed description provided in the Additional file 1). All RDX results are from the Supelco C18 column for which there were no interferences. The laboratory reporting limit for all analytes was 0.5 μmol/L (~0.1 mg/L) for water samples.

### Normalized cDNA library construction

RNA extractions were conducted by gently scraping the coral soft tissue from the calcium carbonate skeleton and then following the Qiagen, RNeasy® Mini RNA extraction kit protocol (Qaigen Inc. Valencia, CA). The quantity and quality of the RNA extracted from each tissue sample was confirmed as described in Gust et al. [28]. The *A. formosa* RNA library was assembled by pooling all RNA samples from every replicate sampled in both control and all RDX exposure treatments. Reverse transcription of full length eukaryotic cDNAs was accomplished using Clontech SMART-PCR (Clonetech Laboratories Inc. Mountain View, CA). Due to the use of poly(d)T primers in this process, prokaryotic sequences which lack poly(A)-tails were excluded from the coral holobiont library. In order to generate sequence information for as many unique cDNAs as possible, the cDNA library was normalized using the Trimmer cDNA Normalization Kit (Evrogen JSC, Moscow, Russia) to insure sequencing of both high and low abundance transcripts.

### cDNA library sequencing and annotation

The normalized cDNA library was sequenced using Roche 454 GS-FLX pyrosequencing [29] with several modifications that improved sequence reproducibility while reducing labor-intensive sample manipulations [30, 31]. Flowgrams from the GS-FLX were assembled by Newbler Assembler (Roche Applied Science). Contiguous sequences (contigs) and singletons were searched against the NCBI Genbank protein database using blastx where E ≤ 10^-5^ was considered a significant match to an expressed sequence tag (EST). Gene targets were annotated where possible with identity and functionality using Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/) and EuKaryotic Orthologous Groups (KOG, http://genome.jgi.doe.gov/Tutorial/tutorial/kog.html) databases.

### Phylogenetic characterization of the coral holobiont meta-transcriptome

Phylogenetic designations connected to best blastx sequence matches were generated for all contigs and singletons having significant blastx scores (E ≤ 10^-5^). These phylogenetic identities were manually searched against published literature and assigned to one of three taxonomic groups (1) coral, (2) algal symbiont or (3) other. The group represented as “other” consisted of sequences where the phylogenetic origin was not representative of the two major eukaryotic groups contributing to the coral holobiont (i.e. fungi), or could not be definitively assigned to only one of these groups (i.e. various protists). All matches to prokaryotes were removed from the eukaryotic library. A “strict taxonomy” and an “inclusive taxonomy” were developed given our phylogenetic inquiry. The strict taxonomy only included associations beginning at the phylogenetic class anthozoa to represent coral and algal symbionts only included *Symbiodinium* species as well as algal species recognized to have direct associations with coral, all based on primary literature search. For the inclusive taxonomy, all matches to animal species were included within the coral taxon and all plant and alga species were included within the algal symbiont taxon. Finally, given that the meta-transcriptomic library for the coral holobiont was normalized, we tested if the relative expression of unique transcripts between the two eukaryotic contributors to the holobiont (coral and algal symbionts) was proportional using a binomial test (SAS v.9.2, SAS Inc. Raleigh, NC).

### Development of custom microarray

The 7,500 sequences identified with the lowest E values (which represent the best similarity to known genes) were uploaded to eArray (Agilent Technologies, Palo Alto, CA) in both forward and reverse sequence orientation (due to lack of reading-frame information to assess the “sense” strand). eArray was utilized to incorporate these 15,000, 60mer oligonucleotide probes into a custom microarray design (Agilent Technologies) for the eukaryotic members of the *A. formosa* holobiont. This design represents 7,500 sense-antisense probe-pairs providing quality control of the microarray analysis for cross hybridization. Specifically, one probe in each probe pair represents a nonsense sequence and our expectation was that no target should have specific binding to it (see below for anti-sense strand exclusion methods). The phylogenetic characterization of transcriptome sequence information (see previous section) was leveraged to provide taxonomic characterizations for all probes on the microarray. The custom microarrays were developed for the *A. formosa* holobiont prior to the removal of sequences with blastx matches to prokaryotes, therefore 5.8% of microarray probes represent non-quality assured sequence matches. Expression data for these probes was removed prior to final microarray analysis.

### Microarray hybridizations

The effects of RDX exposure on transcript expression in the eukaryotic components of the holobiont (coral animal and algal symbiont) were assessed simultaneously by investigating quality-assured RNA [32] collected from whole corals exposed in the exposure bioassay. The microarray hybridization experiment included 3 biological replicates for each of the following conditions: control, 0.5, 2, and 8 mg/L, RDX (target concentrations). Microarray hybridizations were conducted utilizing the Agilent QuickAmp, One-Color Microarray Hybridization protocol (Agilent Technologies) following manufacturer’s instructions.

### Microarray analysis

An Axon GenePix® 4000B Microarray Scanner (Molecular Devices Inc., Sunnyvale, CA) was used to scan microarrays at 5 μm resolution. Data were extracted from microarray images using Agilent Feature Extraction software, version 9.5.1 (Agilent Technologies). Microarray data were normalized to the 50th percentile within each array followed by median scaling among all exposures using GeneSpring Software version 7.3 (Agilent Technologies). GeneSpring was additionally used to conduct statistical analyses to identify differentially expressed transcripts (DET) among treatments using one-way ANOVA including Benjamini and Hochberg multiple testing corrections [33]. A post-hoc test including a parametric t-test (p = 0.05) and log_2_ fold change cutoff of ≥ 1.5 was used to discern statistically significant differences in transcript expression for each RDX treatment relative to the control. Given the sense-antisense architecture of the microarray (see above), all differentially expressed microarray targets were examined to identify and eliminate microarray targets for which both the sense and antisense probes were differentially expressed. Microarray data are publicly available at the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/info/linking.html) under series accession GSE27624.

### Delineating meta-transcriptomic expression in response to RDX exposure

A Chi square test (Sigma Stat, v.3.1.1, Systat Software, Inc Chicago, IL) was used to test for differences in the proportion of transcripts differentially expressed among the phylogenetic groups (coral, algal symbiont and “other”) across RDX-exposure concentrations. Chi-square tests were also used to determine if the number of differentially expressed transcripts changed in response to RDX concentration for each phylogenetic group. Similarly, we tested if the proportion of DETs changed among phylogenetic groups when investigating the number of DETs relative to the total number of probes represented for each group on the microarray. Finally, binomial tests (SAS v.9.2, SAS Inc. Raleigh, NC) were conducted to determine if the proportion of significant transcripts that had increased versus decreased expression deviated from the proportion expected by chance (i.e. 1:1 ratio).

An investigation of transcript functions affected by RDX exposure among the phylogenetic groups was also conducted. Specifically, KOG, a eukaryotic representation of the Clusters of Orthologous Groups (COG) database [34], identities for all differentially expressed transcripts were leveraged to determine which metabolic pathways represented the primary functional targets impacted by RDX exposure.

### Reverse engineering of transcriptional network

We used an ordinary differential equations-based method described by Lai et al. [35] to construct an integrated transcriptional network. The network included all DET from both coral and zooxanthellae to assess correlations in expression within and among species for the most highly-represented KOG functions. A visual representation of the resulting network was generated using Cytoscape [36].

### Reverse-transcriptase, quantitative polymerase chain reaction (RT-qPCR)

Microarray results were validated by RT-qPCR for 13 unique transcript targets found to be of critical importance for the interpretation of RDX effects in the coral holobiont in addition to one regulatory “control” transcript, “actin gene” for *Acropora millepora* (Additional file 2: Table S1). Transcript expression levels were examined using DNase (Qiagen, Valencia, CA) treated total RNA from each of the three biological replicates used in microarray hybridizations (see Additional file 1 for methods). RT-qPCR data was analyzed with SDS 2.2 software package (Applied Biosystems, Foster City, CA) using the ΔΔCT method to quantify results as recommended by the developer. Assumptions inherent in the ΔΔCT analysis were observed to be met sufficiently insuring accuracy of downstream analysis. Actin is recognized to have relatively stable expression independent of external stimuli in cnidarians [37]. One-way ANOVA on threshold cycle (Ct) values including control, 0.5, 1.8 and 7.2 mg/L exposures indicated that results are consistent with the assumption that actin expression remained consistent across treatments (p = 0.849), and was therefore selected as the internal normalizer for relative quantification (RQ). The characteristics of actin expression included low variability in relative quantification (RQ) and Ct value near the median of all RT-qPCR reactions. Fold change values (log_2_) were calculated using RQ results where values represent transcript expression in RDX-treated coral relative to control coral. The 95% confidence interval (95% C.I.) was calculated around the mean relative expression for each RDX treatment. Confidence intervals that did not include unity were considered differentially expressed relative to controls as described in Rawat et al. [38].

### Analytical chemistry of RDX-tissue residues

One coral fragment per treatment was sampled for body residue determination. The soft coral tissues were gently scraped from each *A. formosa* fragment with a sterile scalpel and transferred to QBiogene - Lysing Matrix A 2.0 ml tubes (MP Biomedicals LLC) containing garnet matrix and one 0.6 cm ceramic sphere. HPLC-grade acetonitrile (0.25 ml, Sigma-Adrich) was added to each tube. The tissue samples were weighed and then homogenized in a FAST Prep-24 mini-bead-beater instrument (MP Biomedicals, Santa Ana, CA) for one minute and centrifuged at 7500 g for three minutes. After centrifugation, 0.1 mL of the extract was removed and mixed with 0.1 mL of CaCl_2_ (5 g/L). Subsamples were added to 0.15 mL glass inserts and placed into 4 mL amber HPLC sampler vials. The samples were analyzed following USEPA method 8330 [27] on a Waters HPLC using C18 and CN columns (detailed description provided in the Additional file 1). All RDX results are from the Supelco C18 column for which there were no interferences. Because RDX body residue was measured in only one replicate coral per treatment, statistical comparisons were not conducted. The laboratory reporting limit for all analytes was 5 μmol/kg (~1 mg/kg) for tissue samples.

### Preliminary study of coral tissue histology and histochemistry

Changes in the coral tissue density of mucocytes and symbiotic zooxanthellae in response to RDX exposure was investigated using ultra-high resolution analysis of coral holobiont histochemistry. Three technical replicate cuttings from a single coral fragment were collected from each exposure condition and fixed in Carnoy’s solution (60% ethanol, 30% chloroform and 10% glacial acetic acid). Methods for CaCO_3_ skeleton demineralization, tissue embedding, histological tissue sectioning, histochemical staining, image acquisition and analysis are described in Piggot et al. [39]. Briefly, histological sections were individually imaged for fluorescence with mucocyte cells represented by *N*-acetylglucosamine content bound by wheat germ agglutinin-conjugated Alexa Fluor 647 and zooxanthellae cells represented by chlorophyll auto-fluorescence induced with a metal halide bulb emitting through a HQ480/50 excitation filter. Mucocyte and zooxanthellae densities were quantified as described in Piggot et al. [39] with means and standard deviations calculated for control and the 8 mg/L (target concentration) RDX exposure treatment. The standard deviation represented the technical variation within a single replicate.

## Results

### Exposure conditions

The concentration of RDX in the water remained relatively stable during the 5-d exposure (Additional file 2: Table S2a) where mean measured exposure concentrations were 0.50, 0.93, 1.77, 3.67 and 7.18 mg/L. Measured concentrations are used to represent RDX treatments throughout the remaining text. The greatest decrease in concentration between days 0 and 5 was 9%, observed in the 1 mg/L treatment. All water quality parameters were within adequate range according to guidance in ASTM [40], (Additional file 2: Table S2b).

### Coral meta-transcriptome sequencing, assembly and annotation

The sequencing effort yielded 144.61 megabases in 702,750 reads. After removal of adapter sequences, the assembled reads yielded 61,691 contiguous sequences (contigs) and 127,925 singletons. Contigs and singletons were searched against the NCBI Genbank protein database using blastx identifying 12,141 significant gene matches at E ≤ 10^-5^ after removal of microbial sequences (Additional file 2: Table S3). Gene targets were annotated where possible with identity, functionality, gene ontology, KEGG orthology and KEGG pathway information.

### Phylogenetic characterization of the coral meta-transcriptome

Examination of the strict taxonomy generated for the coral meta-transcriptome indicated that more transcripts could be definitively ascribed to coral as compared to algal symbionts (P < 0.001, Figure 1, Additional file 2: Table S3). The inclusive taxonomy provided a similar result where most transcripts were matched to coral (P < 0.001), however the inclusive taxonomy provided a broader representation of transcripts with lineages likely related to algae symbionts (Figure 1). The taxonomic distribution of transcripts represented as probes on the *A. formosa* holobiont microarray largely matched the distribution observed within the meta-transcriptome (Figure 1, Additional file 2: Table S4). The taxonomic distribution served as a reference point for investigating the relative contribution of the coral animal and the algal symbionts regarding transcript expression discussed below.

**Figure 1:**
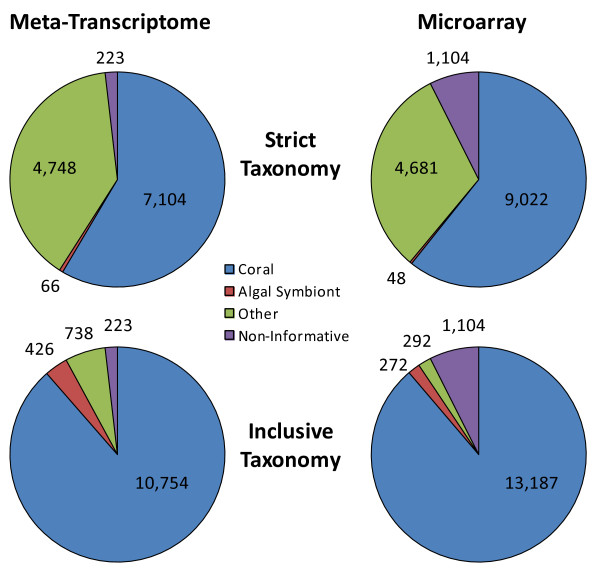
**Taxonomy of meta-transcriptome sequence data generated for the** ***Acropora formosa*** **coral animal and associated zooxanthellae.** Taxonomies are provided for the meta-transcriptome as well as for the probes represented on the *A. formosa* meta-transcriptome microarray. A strict and inclusive taxonomy are provided based on criteria explained in the Methods.

Although only 70 transcripts had best blastx matches to the *Acropora* genus, 6,943 best matches were made with *Nematostella vectensis* (Additional file 2: Table S3), a sea anemone with a fully sequenced genome [41] to which *A. formosa* is related at the phylogenetic class anthozoa. Matches to zooxanthellae included 10 sequences matching *Amphidinium carterae* and 56 matching species of the genus *Symbiodinium* which are the primary photosynthetic endosymbionts of Acroprid corals [42]. The majority of these matches were to the *Symbiodinium* clade 3. Expanding upon the strict taxonomy to an inclusive taxonomy (Additional file 2: Table S3) allowed for vastly increased functional associations to the two predominant eukaryotic classes of the coral holobiont community (corals and symbiotic algae) and provided a novel perspective for understanding dynamics within the holobiont in response to the RDX stressor exposure.

### RDX-tissue residues

The concentration of RDX in coral tissues increased with increasing exposure concentration (Figure 2). The bioconcentration factor (BCF) values for RDX were relatively similar among treatments, with no apparent relationship with the RDX concentration in water (Figure 2; mean BCF = 1.3). The mean BCF for *A. formosa* exposed to RDX was within the range of values observed for a variety of aquatic invertebrates and fish [43].

**Figure 2:**
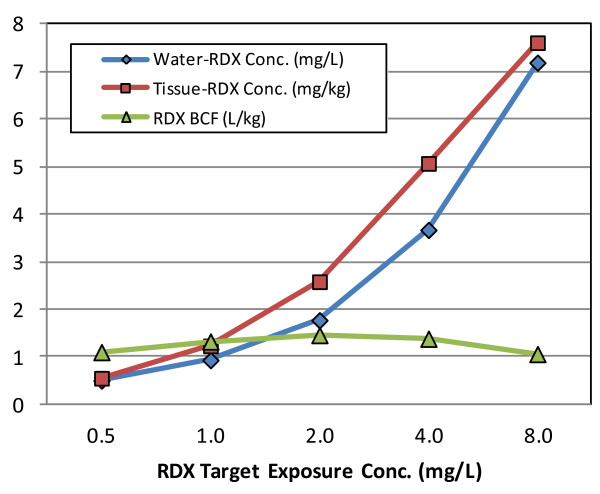
**Measured RDX concentrations in exposure chambers and in coral tissue.** Additionally, the bioconcentration factor (BCF) for RDX is provided. The y-axes for tissue residues and BCF are mg/kg and L/kg, respectively.

### Microarray results overview

As an initial quality control step, a total of 14, 4 and 36 microarray targets within the 0.5, 1.8 and 7.2 mg/L RDX treatments, respectively, were identified to be differentially expressed in both the sense and antisense microarray probes when searched across all differentially expressed transcripts (DET). These targets represented non-specific probes and were therefore eliminated from the overall results set. 

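Transcript expression in Acropora formosa fragments and their zooxanthellae was measured after 5 days of exposure to RDX (an explosive that enters seawater) on 13 one-color arrays of 60mer probes, with 1 fragment per array. The labels of the arrays give target concentrations of 0.5, 2.0 and 8.0 mg/L, where the paper names the treatments 0.5, 1.8 and 7.2 mg/L and the mean measured concentrations were 0.50, 1.77 and 7.18 mg/L. There were 3 arrays for each RDX treatment and 4 for the controls. The paper states 3 replicates per condition and its text does not name which 3 controls it used, so all 4 were kept. The fragments of a treatment shared 1 exposure chamber, so chamber and concentration cannot be told apart in these data. The paper's methods state this limit of single chambers, while the supplemental text argues that RDX was the main source of variation. The arrays lay on 2 slides, each with arrays of every treatment.

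Each array held 15391 spots, of which 536 were control spots, and the other 14855 probes covered 7427 targets in both the forward and the reverse orientation and 1 more target in 1 orientation. The authors' Feature Extraction software gave a background-subtracted intensity for each spot. The share of probes well above background was 46.3% to 53.3% per array, with medians of 47.1% in controls, 50.4% at 0.5 mg/L, 49.4% at 1.8 mg/L and 48.3% at 7.2 mg/L, and 1.14% to 1.79% of spots were saturated. The number of arrays limits the precision of every value. Intensities were put on a log2 scale, the 50th percentile of each array was subtracted, and 19 to 122 outlier spots per array were left out. This percentile was taken over all probes. The array constants in the authors' normalized values followed the median of probes well above background instead (largest gap 0.035 on the log2 scale, against 0.549). limma's F test over the 3 RDX treatments with Benjamini-Hochberg adjustment was run on the 14842 probes with a usable spot in every group. A probe passing it at 0.05 was a DET in a treatment if the limma contrast with controls passed 0.05 without adjustment and the change was at least 1.5-fold. An adjusted p given for a single treatment comes from that contrast, adjusted over all probes. Relative to controls the median log2 fold change of all probes was -0.16, -0.22 and -0.10 at 0.5, 1.8 and 7.2 mg/L under this scaling, so single changes are read against these shifts.

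Table S1 names 13 target contigs in the forward orientation. For 9 of these the reverse probe, whose name ends in _R, was the brighter, and 6 of the 13 forward probes were well above background on 0 or 1 arrays. The brighter orientation of each target is therefore reported beside the forward probe, a choice made after the values were seen. Where a group was not well above background, its change is given as a bound, and where a group was saturated this is said beside its fitted change.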

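With limma, no target had DET in both orientations in any RDX treatment, giving 0 removed targets at 0.5, 1.8 and 7.2 mg/L. Calls at unadjusted p in both the F test and the contrast, an alternative chosen after seeing the data, gave 16, 39 and 70 targets with both orientations called. When the F test was replaced by Benjamini-Hochberg adjustment within each treatment, 0, 0 and 7 targets were called in both orientations.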

The summation of the DET within each RDX treatment indicated a positive relationship between RDX-exposure concentration and the number of DET (Figure 3) yielding a total of 120, 181 and 239 DET in the 0.5, 1.8 and 7.2 mg/L RDX treatments, respectively (all differentially-expressed targets presented in Additional file 2: Table S5). 

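Of the 14842 probes tested, 16 differed among treatments by limma's F test after adjustment. These gave 15 DET at 0.5 mg/L, 6 at 1.8 mg/L and 13 at 7.2 mg/L, and 3 of them were DET in all treatments. Every array of the treatment lay beyond all 4 controls for 13 of the 15 DET at 0.5 mg/L, 5 of the 6 at 1.8 mg/L and 13 of the 13 at 7.2 mg/L, where chance places 3 arrays on 1 side of 4 controls in 5.7% of orders for probes not selected by a test, so for DET this is a description only. Without adjustment 980 probes (6.6%) passed the F test, where 5% is the share from chance. The contrasts with controls passed without adjustment for 599 probes (4.04%) at 0.5 mg/L, 1010 (6.81%) at 1.8 mg/L and 1148 (7.73%) at 7.2 mg/L. Among the alternatives, calls at unadjusted p, chosen after seeing the data, moved the numbers most, to 260, 415 and 503 DET. In 100 simulated sets all arrays, controls included, were redrawn around each probe's mean without any change between groups. These sets had a median of 115, 110.5 and 156 such calls. Of the sets, 5% had 700.7, 1093.9 and 1397.6 or more, above the numbers found. With adjusted calls 3, 3 and 2 of the 100 sets had any DET, with as many as 170, 186 and 367. A single array decided the number of adjusted DET, since without replicate 1 of the 0.5 mg/L treatment there were 90, 79 and 89. From the sums in its Figure 3 the paper states that the number of DET was positively related to the RDX concentration.

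The DET at 1.8 mg/L with the largest decreases included Contig26777_R, which was saturated on all 4 control arrays and on 0 of 3 arrays at 1.8 mg/L, where its fitted log2 fold change was -3.91 (standard error 0.44, limma adjusted p = 0.004, below every control in 3 of 3 arrays) and -3.25 without replicate 2 of that treatment. Contig25664, well above background on 2 of 4 control arrays and on 0 of 3 arrays at 1.8 mg/L, was at least 1.80-fold lower there (adjusted p = 0.0095). Contig13658_R and Contig26732_R were not well above background on any control array and were at least 1.65-fold and 1.55-fold higher at 0.5 mg/L (adjusted p = 0.0158 and 0.0075). With single arrays left out, the adjusted p was highest without replicate 3 of that treatment, at 0.120 and 0.0737, and for Contig25664 without replicate 3 of the 1.8 mg/L treatment, at 0.111. Contig13658_R and Contig26732_R were also DET at 1.8 mg/L, where no fold can be given because neither group was well above background. Contig02833_R, which Table S3 matches to a predicted sea anemone protein, rose by 1.52 on the log2 scale at 0.5 mg/L (standard error 0.32) and fell by 1.78 at 7.2 mg/L (standard error 0.32), with adjusted p of 0.278 and 0.0365 for the separate treatments.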

The greatest degree of commonality in DET was found between the 1.8 and 7.2 mg/L RDX treatments (25.5%), followed by the 0.5 and 1.8 mg/L treatments (14.9%) whereas the least commonality (10.5%) was found among the most disparate RDX-exposure concentrations, 0.5 and 7.2 mg/L (Figure 3). 

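The 0.5 and 7.2 mg/L treatments shared 13 DET, which is 86.7% of the longer of both lists. The 0.5 and 1.8 mg/L treatments shared 5 DET (33.3%) and the 1.8 and 7.2 mg/L treatments shared 3 DET (23.1%). Scaling the arrays by the 75th percentile left 7, 0 and 0 shared DET for the same pairs. Without replicate 1 of the 0.5 mg/L treatment the pairs shared 86, 76 and 76 DET. At unadjusted p, an alternative chosen after seeing the data, 253 DET were shared by 1.8 and 7.2 mg/L (50.3%), 109 by 0.5 and 7.2 mg/L (21.7%) and 86 by 0.5 and 1.8 mg/L (20.7%). In the sets simulated without change, where the controls were redrawn as well, these pairs shared a median of 18, 20 and 16.5 such calls. Of the simulated sets, 5% reached 455, 269.6 and 389 or more.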

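The contrasts of the 3 RDX treatments share their controls, so their log2 fold changes are correlated even for probes that do not respond. Over the 5 DET shared by 0.5 and 1.8 mg/L the log2 fold changes had a Pearson r of 0.986 and a Spearman rho of 0.90, and all 5 had the same sign. Over the 13 shared by 0.5 and 7.2 mg/L, r was 0.789 and rho 0.764, and 11 of the 13 had the same sign. The 3 shared by 1.8 and 7.2 mg/L are too few for a correlation. These correlations are across probes, which are not independent replicates. Over all probes r was 0.462, 0.468 and 0.599 for these pairs, and treatments simulated without change gave medians of 0.467, 0.478 and 0.469. For calls at unadjusted p, r over shared probes was 0.867, 0.850 and 0.935, and the simulated medians were 0.971, 0.970 and 0.969.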

Regression of log_2_ fold-change values for DET that were common among RDX treatments showed significant positive correlations (Figure 3). This indicates that within the DET there is a trend toward conservation of transcriptomic responses to RDX exposure across >1 order of magnitude difference in RDX concentration.

**Figure 3:**
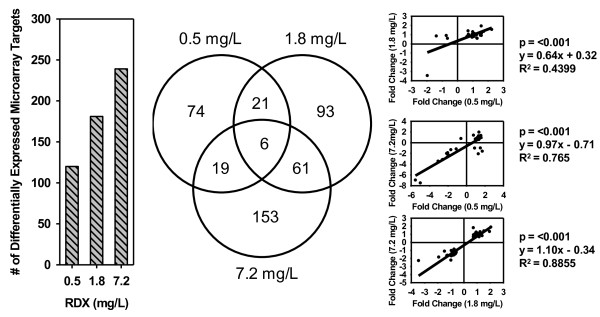
**Effect of RDX on transcript expression in** ***Acropora formosa*** **.** The bar chart and Venn diagram represent the total number of transcripts observed to have undergone significant differential expression compared to controls. The Venn diagram displays the number of differentially expressed transcripts that were common among the RDX treatments. Regression plots show log_2_ fold-change relationships among differentially expressed transcripts found in common among RDX treatments.

### Differential impact of RDX among coral animal and zooxanthellae

The proportion of total DET contributed among the coral animal and algal symbionts changed significantly across RDX-exposure treatments (p <0.001) where the relative contribution of algal symbionts increased with increasing RDX concentration (Figure 4). When normalized by the total number of probes represented for each taxonomic group on the microarray, the relative contribution of algae to DET was 58% and 57% in the 1.8 and 7.2 mg/L treatments, respectively (Figure 4). 

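Of the DET at 0.5 mg/L, 4 had increased and 11 decreased expression (exact binomial test against equal numbers, two-sided p = 0.119). The DET at 1.8 mg/L were 2 increased and 4 decreased (p = 0.688), and at 7.2 mg/L 0 increased and 13 decreased (p = 2.44e-04), by the same exact test. Probes are not independent, so these p-values describe the split only. The split depended on the scaling of the arrays. Under the authors' scaling of their deposited normalized values, 2 of 7, 1 of 1 and 0 of 6 DET increased at 0.5, 1.8 and 7.2 mg/L. With a t-test after an ANOVA at unadjusted p, chosen after seeing the data, the same change of scaling moved the count of increased DET at 0.5 mg/L, increased DET at 1.8 mg/L and increased DET at 7.2 mg/L from 59 of 160 to 115 of 144, from 49 of 288 to 206 of 295, and from 64 of 355 to 104 of 301. The DET were not divided between coral and zooxanthellae.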

Multiple significant differences in the proportion of transcripts having increased versus decreased expression were observed in response to RDX exposure concentration for coral and the algal symbionts (Figure 4). Coral had a greatly increased proportion of transcripts having increased expression at the 0.5 mg/L (p <0.001) and the 1.8 mg/L (p <0.001) RDX exposures, but not at 7.2 mg/L (p = 1.0). Finally, the proportion of algal symbionts having decreased expression tended to increase with increasing RDX concentrations (Figure 4).

**Figure 4:**
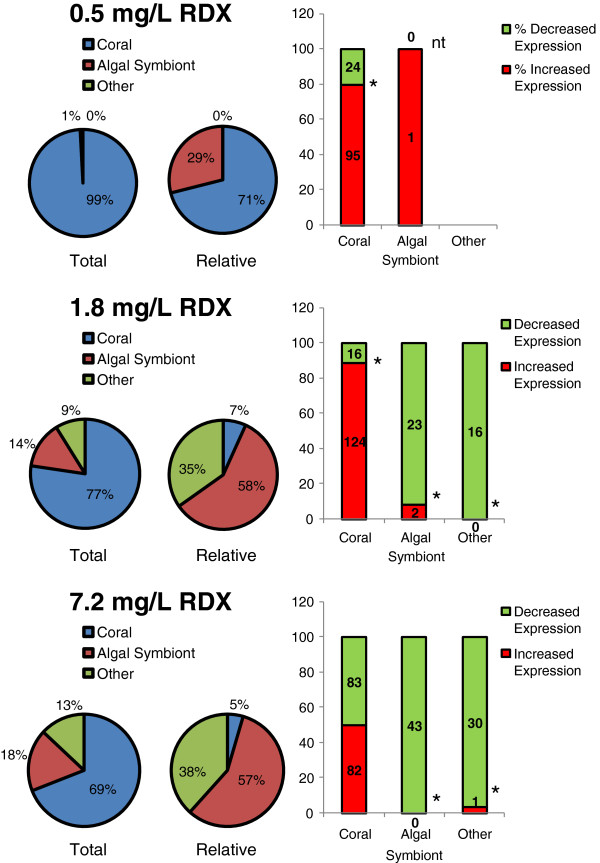
**Effect of RDX concentration on transcript expression in the coral and zooxanthellae.** The pie chart labelled “Total” provides the percent of the total suite of transcripts that had significant differential expression summed across coral, algal symbionts, and other (“other”, representing unconfirmed taxonomic classifications). The pie chart labelled “Relative” provides the relative percentage of transcripts that had significant differential expression normalized to the total number of targets present for each taxonomic class on the microarray (See Additional file 2: Table S4 for target distribution on microarray). The bar graphs provide the proportion of significant transcripts that had increased vs decreased expression (totals inset in bars). Binomial tests were used to identify differences in the proportions of transcripts having increased : decreased expression with significant difference (p = 0.05) marked with “*” and tests without sufficient data marked with “nt” representing no test.

### Impacts of RDX on molecular pathways

Investigation of KEGG functional terms for DET indicated the potential for impacts on a variety of molecular pathways in the RDX exposures (Table 1, and Additional file 2: Table S6). The predominant impact of RDX involved pathways underlying “metabolism”. Specifically, carbohydrate metabolism had the greatest number of total DET summing across all RDX exposure concentrations (Table 1). Differential expression of transcripts involved in amino acid metabolism was another prominent effect observed across RDX treatments. Additional prominent “metabolism” pathways affected by RDX included: energy metabolism, lipid metabolism and metabolism of cofactors and vitamins. Aside from impacts on metabolism, impacts of RDX exposure on pathways involved in “environmental information processing” and “cellular processes” were additionally represented across all RDX treatments.

**Table 1:** **Kyoto Encyclopedia of Genes and Genomes (KEGG) terms associated with transcripts that had significant differential expression in response to RDX exposure compared to controls in a 5d experiment**

0.5 mg/L RDX	Cor	Alg	Oth	1.8 mg/L RDX (cont.)	Cor	Alg	Oth	7.2 mg/L RDX (cont.)	Cor	Alg	Oth
***1. Metabolism***	***14***	***0***	***0***	Pyruvate metabolism	0	0	1	***1.4 Nucleotide Metabolism***	***1***	***1***	***0***
**1.1 Carbohydrate Metabolism**	**5**	**0**	**0**	Glyoxylate and dicarboxylate metabolism	1	0	0	Purine metabolism	1	1	0
Glycolysis/Gluconeogenesis	1	0	0	Butanoate metabolism	0	0	1	***1.5 Amino Acid Metabolism***	***4***	***0***	***3***
Citrate cycle (TCA cycle)	2	0	0	***1.2 Energy Metabolism***	***2***	***1***	***0***	Alanine and aspartate metabolism	0	0	1
Pyruvate metabolism	2	0	0	Oxidative phosphorylation	2	1	0	Glycine, serine and threonine metabolism	2	0	1
***1.2 Energy Metabolism***	***1***	***0***	***0***	***1.3 Lipid Metabolism***	***0***	***0***	***3***	Valine, leucine and isoleucine biosynthesis	1	0	1
Nitrogen metabolism	1	0	0	Fatty acid metabolism	0	0	1	Lysine degradation	1	0	0
***1.3 Lipid Metabolism***	***2***	***0***	***0***	Bile acid biosynthesis	0	0	1	***1.6 Metabolism of Other Amino Acids***	***2***	***0***	***0***
Fatty acid metabolism	1	0	0	Glycerolipid metabolism	0	0	1	Cyanoamino acid metabolism	1	0	0
Arachidonic acid metabolism	1	0	0	***1.5 Amino Acid Metabolism***	***3***	***0***	***3***	Glutathione metabolism	1	0	0
***1.4 Nucleotide Metabolism***	***1***	***0***	***0***	Glutamate metabolism	2	0	0	***1.9 Metabolism of Cofactors and Vitamins***	***7***	***1***	***0***
Purine metabolism	1	0	0	Alanine and aspartate metabolism	0	0	1	One carbon pool by folate	1	0	0
***1.5 Amino Acid Metabolism***	***1***	***0***	***0***	Glycine, serine and threonine metabolism	0	0	1	Porphyrin and chlorophyll metabolism	0	1	0
Glutamate metabolism	1	0	0	Valine, leucine and isoleucine biosynthesis	0	0	1	Limonene and pinene degradation	1	0	0
***1.6 Metabolism of Other Amino Acids***	***2***	***0***	***0***	Arginine and proline metabolism	1	0	0	Phenylpropanoid biosynthesis	1	0	0
Glutathione metabolism	2	0	0	1.6 Metabolism of Other Amino Acids	1	0	0	Streptomycin biosynthesis	1	0	0
***1.7 Glycan Biosynthesis and Metabolism***	***2***	***0***	***0***	Glutathione metabolism	1	0	0	Gamma-Hexachlorocyclohexane degradation	1	0	0
Chondroitin sulfate biosynthesis	1	0	0					Naphthalene and anthracene degradation	1	0	0
Glycan structures - biosynthesis 1	1	0	0	**2. Genetic Information Processing**	**1**	**0**	**1**	Fluorene degradation	1	0	0
				***2.1 Transcription***	***0***	***0***	***1***				
**3. Environmental Information Processing**	**4**	**0**	**0**	Aminoacyl-tRNA biosynthesis	0	0	1	**2. Genetic Information Processing**	**3**	**0**	**2**
***3.1 Membrane Transport***	***1***	***0***	***0***	***2.3 Folding, Sorting and Degradation***	***1***	***0***	***0***	***2.1 Transcription***	***1***	***0***	***1***
ABC transporters - General	1	0	0	Protein export	1	0	0	Aminoacyl-tRNA biosynthesis	1	0	1
***3.2 Signal Transduction***	***3***	***0***	***0***					***2.2 Translation***	***2***	***0***	***1***
MAPK signaling pathway	1	0	0	**3. Environmental Information Processing**	**1**	**1**	**0**	Ribosome	2	0	1
ErbB signaling pathway	1	0	0	***3.2 Signal Transduction***	***1***	***1***	***0***				
Wnt signaling pathway	1	0	0	Two-component system - General	0	1	0	**3. Environmental Information Processing**	**9**	**1**	**0**
				Wnt signaling pathway	1	0	0	***3.1 Membrane Transport***	***1***	***0***	***0***
**4. Cellular Processes**	**6**	**0**	**0**					ABC transporters - General	1	0	0
***4.2 Cell Growth and Death***	***1***	***0***	***0***	**4. Cellular Processes**	**2**	**0**	**0**	***3.2 Signal Transduction***	***8***	***1***	***0***
Cell cycle	1	0	0	***4.3 Cell Communication***	***1***	***0***	***0***	Two-component system - General	0	1	0
***4.3 Cell Communication***	***1***	***0***	***0***	Adherens junction	1	0	0	MAPK signaling pathway	2	0	0
Focal adhesion	1	0	0	Tight junction	1	0	0	ErbB signaling pathway	1	0	0
***4.4 Endocrine System***	***1***	***0***	***0***					Wnt signaling pathway	1	0	0
GnRH signaling pathway	1	0	0	**7.2 mg/L RDX**	**Cor**	**Alg**	**Oth**	VEGF signaling pathway	1	0	0
***4.5 Immune System***	***3***	***0***	***0***	**1. Metabolism**	**26**	**7**	**8**	Calcium signaling pathway	1	0	0
Toll-like receptor signaling pathway	1	0	0	1.1 Carbohydrate Metabolism	6	3	3	Phosphatidylinositol signaling system	2	0	0
T cell receptor signaling pathway	1	0	0	Glycolysis/Gluconeogenesis	1	2	1				
B cell receptor signaling pathway	1	0	0	Pentose and glucuronate interconversions	1	0	0	**4. Cellular Processes**	**6**	**0**	**0**
				Ascorbate and aldarate metabolism	1	0	0	***4.3 Cell Communication***	***3***	***0***	***0***
**5. Human Diseases**	**2**	**0**	**0**	Starch and sucrose metabolism	1	0	0	Focal adhesion	2	0	0
***5.1 Cancers***	***2***	***0***	***0***	Nucleotide sugars metabolism	1	0	0	Tight junction	1	0	0
Colorectal cancer	1	0	0	Pyruvate metabolism	0	1	1	***4.4 Endocrine System***	***1***	***0***	***0***
Renal cell carcinoma	1	0	0	Butanoate metabolism	0	0	1	Melanogenesis	1	0	0
				Inositol phosphate metabolism	1	0	0	***4.5 Immune System***	***1***	***0***	***0***
**1.8 mg/L RDX**	**Cor**	**Alg**	**Oth**	***1.2 Energy Metabolism***	***4***	***2***	***1***	Natural killer cell mediated cytotoxicity	1	0	0
**1. Metabolism**	**13**	**1**	**10**	Oxidative phosphorylation	2	0	1	***4.6 Nervous System***	***1***	***0***	***0***
***1.1 Carbohydrate Metabolism***	***7***	***0***	***4***	Photosynthesis	0	1	0	Long-term potentiation	1	0	0
Glycolysis/Gluconeogenesis	0	0	2	Carbon fixation	0	1	0				
Citrate cycle (TCA cycle)	1	0	0	Methane metabolism	1	0	0	**5. Human Diseases**	**1**	**0**	**0**
Pentose phosphate pathway	1	0	0	Nitrogen metabolism	1	0	0	***5.1 Cancers***	***1***	***0***	***0***
Pentose and glucuronate interconversions	1	0	0	***1.3 Lipid Metabolism***	***2***	***0***	***1***	Glioma	1	0	0
Ascorbate and aldarate metabolism	1	0	0	Fatty acid metabolism	0	0	1				
Starch and sucrose metabolism	1	0	0	Glycerophospholipid metabolism	1	0	0				
Nucleotide sugars metabolism	1	0	0	Arachidonic acid metabolism	1	0	0				

KEGG terms are matched to source sequences: Coral (Cor), Algal Symbionts (Alg), or other (Oth) for non-specific phylogenetic associations.

### Validation of microarray results using RT-qPCR

Results of the RT-qPCR analysis corresponded directly with microarray results for 80.0%, 53.3% and 73.3% of targets for the 0.5, 1.8 and 7.2 mg/L RDX treatments, respectively (Figure 5). 

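On the arrays, the brighter probe of each of the 13 Table S1 targets was well above background on all 13 arrays. With these probes 5 targets were higher and 8 lower than controls at 0.5 mg/L, 4 were higher and 8 lower at 1.8 mg/L with Contig15230_R unchanged, and 4 were higher and 9 lower at 7.2 mg/L. The contrast with controls passed limma's adjustment over all probes for 0 targets at 0.5 mg/L (6 at unadjusted p), 1 at 1.8 mg/L and 7 at 7.2 mg/L. Adjusted over the list alone, 6, 8 and 11 targets passed, which is not independent evidence because the study chose the list on these arrays. With each of the 13 arrays left out in turn, Contig03406_R still passed at 7.2 mg/L in 5 of 13 cases, Contig05643_R, Contig07143 and Contig28198_R in 3, and Contig03961_R, Contig04866 and Contig07816 in 2. Contig07143 was the only one of these targets that also passed the adjusted F test and was a DET. Over all 17 named targets in the orientation set by the naming rule, 0, 1 and 4 passed over all probes and 5, 3 and 9 when adjusted over the list alone. The RT-qPCR values were not used here. The plot of scaled signals by RDX concentration gives the values of 6 targets on each array.

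**Figure D1:**
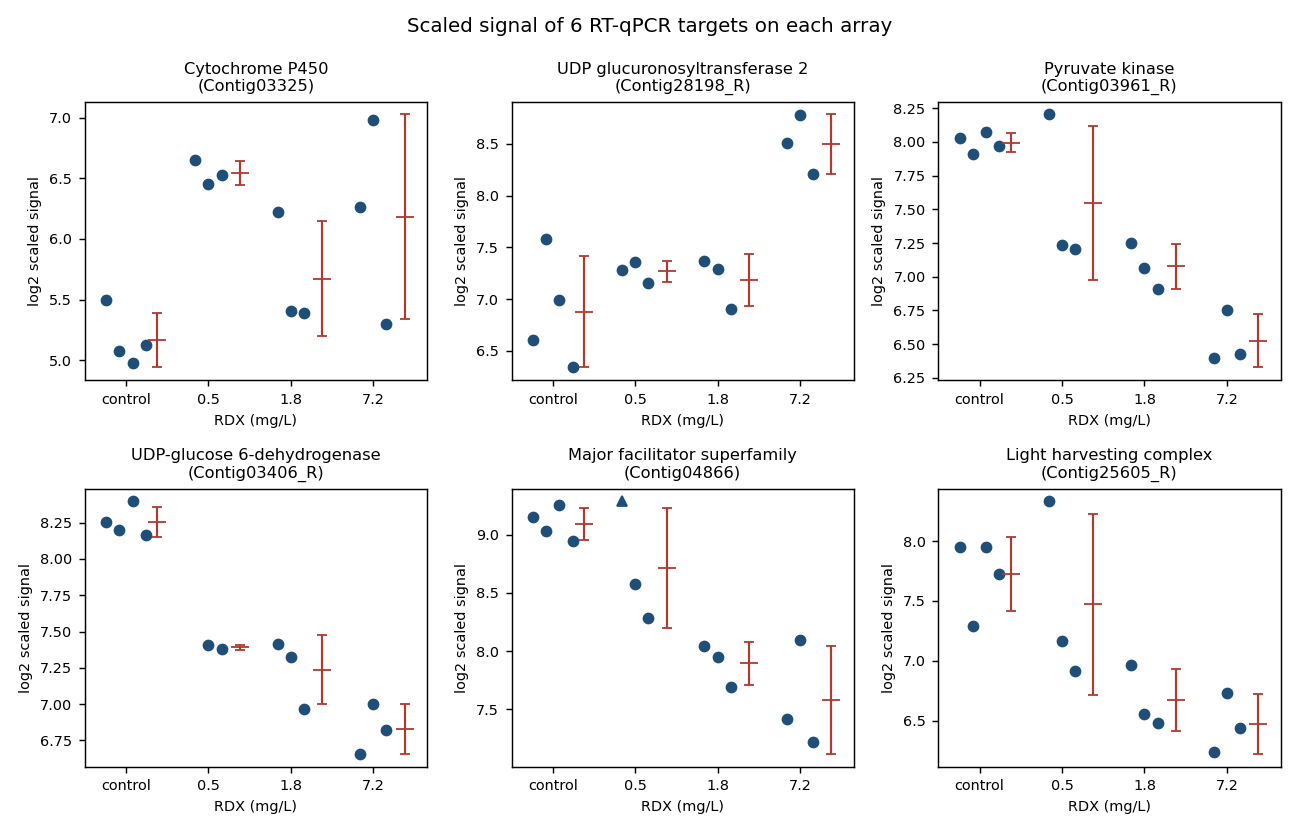
Array signal of 6 named targets against the RDX treatment in mg/L. The vertical axes give log2 scaled signal, each black mark is 1 array (triangles, saturated spots; open circles, spots not well above background) and red marks give the mean and SD of each group. Contig28198_R is higher on all 3 arrays at 7.2 mg/L than on any control array, whereas Contig03961_R, Contig03406_R, Contig04866 and Contig25605_R are lower on all 3, under the 50th percentile scaling.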

Further, significant positive correlations were observed between transcript expression among RT-qPCR and microarray results (Figure 5) indicating reasonable agreement among analytical techniques. Significant changes in expression were confirmed for a variety of DET representing a broad suite of molecular functions from both coral and symbiotic algae (Figure 5).

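Contig07143, an unnamed protein in Table S1, was the named target with the largest change. Its log2 scaled signal was 5.67 ± 0.84 (SD, n = 4) in controls, 3.52 ± 0.52 (n = 3) at 0.5 mg/L, 1.82 ± 0.64 (n = 3) at 1.8 mg/L and 3.21 ± 0.67 (n = 3) at 7.2 mg/L. The log2 fold changes were -2.16, -3.85 and -2.46 (standard error 0.46 each, limma adjusted p = 0.278, 0.004 and 0.0385), and all 3 arrays of each treatment lay below all controls. It was not a DET under any of the 5 other scalings, with the replicate block or with unmoderated tests after adjustment, and over the alternatives its adjusted p at 1.8 mg/L ranged from 0.0023 to 0.241, with a change of -2.22 under normexp background correction (an alternative way of subtracting background, under which probes well above background on all arrays shifted by 0.71 to 0.78). Without replicate 2 of the 1.8 mg/L treatment the adjusted p at that concentration was 0.0511, and that at 7.2 mg/L was highest without replicate 3 of the 7.2 mg/L treatment, at 0.194. Contig07816, a chloroplast elongation factor G, fell from 8.76 ± 0.12 in controls to 7.38 ± 0.07 at 7.2 mg/L, a log2 fold change of -1.38 (standard error 0.28, adjusted p = 0.0439). Its changes at 0.5 and 1.8 mg/L were -0.40 and -0.998, and these became 0.76 and 0.45 with normexp background correction, where that at 7.2 mg/L was -0.026. Contig05643_R, an acyl-CoA synthetase, had log2 fold changes of -0.98, -1.43 and -1.58 at 0.5, 1.8 and 7.2 mg/L, with 3 usable control arrays and 2, 2 and 3 usable treatment arrays (adjusted p = 0.873, 0.328 and 0.0365). With single arrays left out the adjusted p of Contig07816 and Contig05643_R at 7.2 mg/L was highest without replicate 3 of the 7.2 mg/L treatment, at 0.194 and 0.160.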

**Figure 5:**
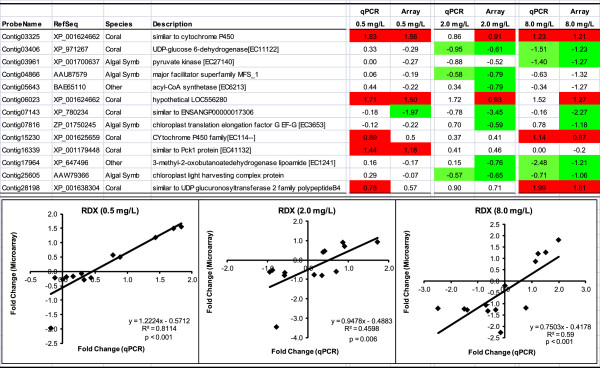
**Comparison of RT-qPCR and microarray results.** Values represent log_2_ fold change in transcript copy number relative to controls. Red and green highlighted cells represent statistically significant increases and decreases in copy number, respectively. Regression analyses represent correlations in log_2_ fold change among microarray and RT-qPCR results. Linear regression significance tests, regression equations and R^2^ values provide evidence of correlations among the gene expression assays. “Species” represent putative source of transcripts. Primer sequences are provided in Additional file 2: Table S1.

### RDX effects on transcriptional networks

The combined transcriptional network for coral and zooxanthellae generated using DET from the most prominently represented KOG terms, carbohydrate and energy metabolism, indicated several instances of highly correlated expression among the coral animal and the zooxanthellae in response to RDX exposure (Figure 6). Given the intimate bioenergetic connection between coral and zooxanthellae where photosynthesis by zooxanthellae provides as much as 95% of energy resources to the coral holobiont [15], strong correlations in expression within the combined network was expected. 

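Pyruvate kinase of zooxanthellae (Contig03961_R) and the gamma subunit of coral ATP synthase (Contig01442_R) were the only pair of this kind matched to probes. This 1 relation was computed in several versions, and their p-values are not adjusted for that. The versions without control replicate 2 were chosen after the values were seen. Enolase and cytochrome c oxidase subunit II were not matched to a probe and are not analysed here. Over the 13 arrays their log2 signals had a Pearson r of -0.17 (permutation test, two-sided p = 0.685) and a Spearman rho of 0.50 (p = 0.0848). Without the 2 arrays farthest from the median of pyruvate kinase, r was -0.25 (permutation p = 0.593) and rho 0.38 (p = 0.245). Within slide 1 (6 arrays) r was -0.46 and rho 0.20 (exact permutation p = 0.492 and 0.714), and within slide 2 (7 arrays) r was 0.60 and rho 0.71 (exact permutation p = 0.135 and 0.0881). The ATP synthase spot was saturated on the arrays of control replicate 1, replicate 3 at 0.5 mg/L, replicate 2 at 1.8 mg/L and replicates 2 and 3 at 7.2 mg/L. This limits what all of these correlations can show. On the array of control replicate 2 the spot lay in an uneven region, and this array decided the sign of r. Without it, r was 0.65 (permutation p = 0.0227) and rho 0.64 (p = 0.0293) over 12 arrays. With the 2 farthest of these 12 also left out, r was 0.46 (permutation p = 0.181) and rho 0.37 (p = 0.298). Slide 1 without control replicate 2 left 5 arrays, with an r of 0.76 (exact permutation p = 0.117). As differences from the group means, r was 0.18 (permutation p = 0.488) and rho 0.66 (p = 0.016) over 13 arrays, and r 0.74 (permutation p = 0.0053) and rho 0.85 (p = 9.90e-04) without control replicate 2. Such differences are not independent within a group, so their permutation p-values may be too small. Over all arrays normexp background correction gave an r of 0.66. The paper built its network with a method based on ordinary differential equations, so these correlations over arrays are a different measure.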

Examples of highly correlated expression among species included: pyruvate kinase (XP_001700637) in zooxanthellae correlated with coral expression of transcripts involved in glycolysis (enolase 1 alpha, XP_001632906) and the electron transport chain (ATP synthase H^+^ transporting mitochondrial F1 complex gamma, XP_001638994 and cytochrome C oxidase subunit II, NP_612824). Within the complete transcriptional network, RDX exposure elicited strong interspecies network connections for genes involved in a broad compliment of energy metabolism including: photosynthesis, glycolysis, pyruvate metabolism, the citric acid cycle, electron transport and oxidative phosphorylation (Figure 6, Additional file 2: Table S6). Although these results do not imply direct metabolic connections among these processes, the overall trend of the results indicates a dichotomous response among species where expression of gene transcripts related to nearly all aspects of energy metabolism are decreased in zooxanthellae which is correlated with a broad scale increase in expression of energy metabolism-related gene transcripts in the coral.

**Figure 6:**
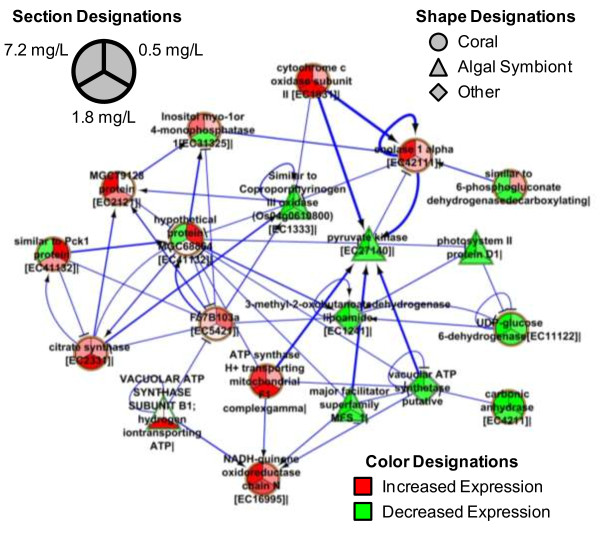
**Transcriptional network inference of coral holobiont interactions.** The network analysis demonstrates correlations of expression among molecular targets and species comprising the coral holobiont in response to RDX exposure. The network includes all Kyoto Encyclopedia of Genes and Genomes terms involved in carbohydrate and energy metabolism. Edge thickness represents correlation strength among nodes. Arrows represent “activation” from one node to the next while “T” ends represent “inhibition”. At least one RDX exposure concentration elicited significant differential transcript expression for each gene, however we have provided expression information for all treatment levels to show trends.

### Preliminary study of coral tissue histology and histochemistry

*A. formosa* exposed to RDX displayed no gross-level visual signs of pigmentation loss or excessive secretion of mucus. Comparison of mucocyte densities between the control (4720 ± 320 cells/cm^2^, mean ± SE) and coral exposed to 7.2 mg/L RDX (7800 ± 1300 cells/cm^2^, mean ± SE) demonstrated the potential for increased mucocyte density at the highest RDX exposure thereby suggesting a possible mucosal protective response by the coral in response to RDX exposure (Figure 7). In contrast, histological examination indicated no observable difference in coral tissue zooxanthellae densities between the control and samples exposed to 7.2 mg/L RDX as the means were similar with relatively little variance in either condition (Figure 7).

**Figure 7:**
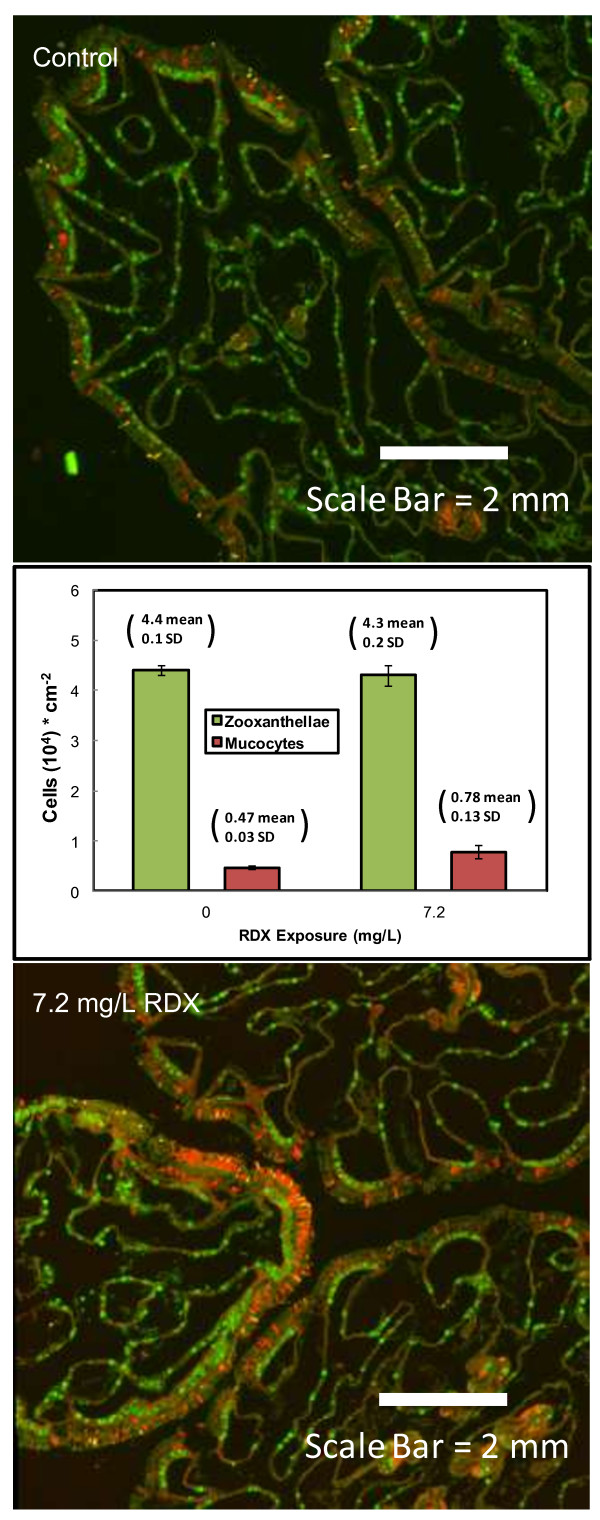
**The effect of RDX exposure on zooxanthellae and mucocyte density in** ***Acropora formosa.*** The bar chart shows the quantification of fluorescence from polyp histology sections showing auto-fluorescent zooxanthellae (green) and WGA-induced fluorescent mucocytes (red).

## Discussion

The normalized cDNA library for *A. formosa* included transcripts (protein-coding RNAs) for two prominent eukaryotic components of the coral holobiont (the coral animal and symbiotic zooxanthellae), thus representing a meta-transcriptome. Previous large-scale sequencing efforts for coral (*Acropora millepora*, [18, 20] and *Acropora digitifera* [21]) and the close phylogenetic relative sea anemone, *Nematostella vectensis*, [41] were each sequenced without their associated algal symbionts. The inclusion of algal symbionts in our sequencing effort provided the ability to investigate the relative contribution of the coral animal and zooxanthellae to the meta-transcriptome as well as integrated transcript expression.

### The coral holobiont meta-transcriptome

Both the strict and inclusive taxonomies generated for the coral holobiont meta-transcriptome indicated that the overwhelming majority of transcripts originated from coral relative to algal symbionts (Figure 1). We sought to determine if this observation was a result of differences in the number of protein coding genes inherent in the respective genomes of each species. The closest phylogenetic relative of *A. formosa* having a fully sequenced genome, *Acropora digitifera*, was observed to have 23,700 protein coding transcripts [21]. The recently sequenced transcriptome for the primary endosymbiotic dinoflagellate found in corals, *Symbiodinium sp.* reported 40,000-90,000 protein coding genes [44]. These observations compared to our meta-transcriptome results (Figure 1) indicate that contribution to the meta-transcriptome is not proportional to individual species transcriptome size, at least when comparing the eukaryotic contributors to the holobiont. This observation presents questions about individual-species transcriptomic expression as it relates to holobiont function. For example, given the limited percentage of genes attributed to zooxanthellae in the total sequencing pool, is the diversity of transcript expression reduced in zooxanthellae engaged in symbiotic relationships compared to free-living zooxanthellae? Given that the zooxanthellae are engaged in a symbiotic association within the coral animal, division of physiological labor among species may have contributed to a decreased proportional expression of genes within zooxanthellae. For example, if essential nutrients required in zooxanthellae are directly supplied by coral, the need to express the molecular machinery innate in zooxanthellae to capture or create these metabolites is negated, thus the need to express the genes in such pathways is reduced.

### RDX bioaccumulates readily into coral tissue

RDX bioaccumulated into coral tissue in a concentration-dependent manner and exhibited bioconcentration factors (BCF) ranging from 1.09-1.50 L/kg among RDX-exposure concentrations (Figure 2). A BCF near 1.0 L/kg indicates that RDX accumulation in whole-tissue samples mirrors ambient water concentrations, which is consistent with previous observations for RDX [43]. These results indicate that RDX was accumulated in coral tissue and was therefore present to elicit potential toxicological affects within both the coral animal, as well as symbiotic zooxanthellae.

### Differential sensitivity among members of the holobiont at low RDX level

Expression of transcripts in the zooxanthellae was relatively unaffected at the lowest RDX-exposure concentration (0.5 mg/L), whereas a relatively large number of transcripts were differentially expressed in the coral animal (Figure 4). 

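At 0.5 mg/L none of the 4 named zooxanthellae targets passed limma's adjustment over all probes (adjusted p = 0.905 for each, 0 of 4 at unadjusted p). Pyruvate kinase (Contig03961_R) had a log2 scaled signal of 8.00 ± 0.07 (SD, n = 4) in controls and 7.55 ± 0.57 (n = 3) at 0.5 mg/L, a log2 fold change of -0.45 (standard error 0.27), with 2 of 3 arrays below all controls. The major facilitator superfamily transporter (Contig04866), saturated on 1 of 3 arrays, changed by -0.38 and the chloroplast light harvesting complex protein (Contig25605_R) by -0.26, which became 0.0225 without replicate 3 of this treatment. Carbonic anhydrase (Contig03312) was saturated on all 4 control arrays and on 1 of 3 arrays at 0.5 mg/L, and its fitted change was -0.44, which is no bound. Replicate 1 of the treatment carried much of the spread. Without it the log2 fold changes of the first 3 targets were -0.78, -0.66 and -0.69, and the adjusted F test then also called the pyruvate kinase and the transporter. Normexp background correction gave 0.69, 0.70, 0.74 and 0.76 in the order named, close to its shift of 0.71 for all probes well above background, so these values show no rise relative to other probes.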

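The cytochrome P450 of the coral (Contig03325) had a log2 scaled signal of 5.17 ± 0.23 (SD, n = 4) in controls and 6.54 ± 0.10 (n = 3) at 0.5 mg/L. The log2 fold change was 1.37 (standard error 0.35), and all 3 arrays lay above all controls. The contrast had an unadjusted limma p of 0.0013 and did not pass adjustment over all probes (adjusted p = 0.533, between 0.0995 and 0.981 over the alternatives). UDP glucuronosyltransferase 2 (Contig28198_R) was 6.88 ± 0.54 (n = 4) in controls and 7.27 ± 0.10 (n = 3) at 0.5 mg/L. Its log2 fold change of 0.39 (standard error 0.29, adjusted p = 0.905) was smaller than the SD of the controls, and 0 of 3 arrays lay above all controls. Without control replicate 2 it was 0.62, and the adjusted F test then called this target at 0.5 mg/L. The forward probe named in Table S1 for this target was not well above background on any array.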

At this concentration, RDX predominantly elicited differential expression of various components of metabolism in the coral animal including carbohydrate, energy, lipid, amino acid and glycan metabolism (Table 1) as well as increased expression of potential detoxification mechanisms (i.e. cytochrome P450, XP_001624662, and UDP glucuronosyltransferase 2 family, XP_001638304, Figure 5).

Carbohydrate metabolism was the most represented second order KEGG term in the 0.5 mg/L treatment. 

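The brighter probe of phosphoenolpyruvate carboxykinase 1 (Contig16339_R) was 2.92 ± 0.77 (log2 scaled signal, SD, n = 4) in controls and 3.92 ± 0.19 (n = 3) at 0.5 mg/L. Its log2 fold change was 1.00 (standard error 0.36), with 3 of 3 arrays above all controls, an unadjusted limma p of 0.0133 and an adjusted p of 0.905. The forward probe (Contig16339), near background with 9 of 13 arrays well above it, changed by 0.95. At 1.8 mg/L the brighter probe changed by 0.050 and was -0.23 without control replicate 4. At 7.2 mg/L it was -0.40, and 0.35 with normexp background correction. The forward probe at 7.2 mg/L was -0.073 and turned positive under the 75th percentile (0.072), the 50th percentile of probes well above background (0.11) and the authors' scaling of their deposited normalized values (0.12).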

All transcripts involved in carbohydrate metabolism had increased expression (Additional file 2: Table S6) including phosphoenolpyruvate carboxykinase 1 (PCK1, XP_001179448) which was RT-qPCR-validated (Figure 5). PCK1 has been observed to be the regulatory control point in the equilibrium reaction for glycolysis versus gluconeogenesis [45] in a mammalian model, and if this function is conserved in coral, the observed increase in PCK1 expression indicates inertia toward glycolysis. Assuming orthologous gene functions in corals to those observed in the literature, the transcript expression results suggest an equilibrium shift toward increased energy consumption in coral in response to low concentrations of RDX.

Cytochrome P450 metabolism is a key facilitator for chemical detoxification via phase I xenobiotic biotransformation [46] and UDP glucuronosyltransferase 2 represents a xenobiotic phase II metabolism enzyme that conjugates sugar moieties to drugs and endogenous compounds increasing solubility and potential for elimination via excretion [47]. The qPCR validated increase in cytochrome P450 and UDP glucuronosyltransferase 2 family transcriptexpression at this lowest RDX concentration (Figure 5) indicates a likely response to metabolize bioaccumulated RDX. 

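A second cytochrome P450 target of the coral (Contig06023_R) rose from 5.70 ± 0.37 (SD, n = 4) to 7.01 ± 0.19 (n = 3) at 0.5 mg/L, a log2 fold change of 1.31 (standard error 0.37, limma adjusted p = 0.776), with 3 of 3 arrays above all controls. The third target annotated to the cytochrome P450 family, Contig15230_R, changed by 0.31 (standard error 0.32), less than the spread of its arrays. Another contig of UDP glucuronosyltransferase 2 (Contig06469) changed by 0.42 (standard error 0.40), and 0 of 3 arrays lay above all controls. Adjusted p was 0.905 for both. Each of the other scalings gave larger values for these 3 targets, at least 1.40, 0.40 and 0.51 in the order named. Their unchanged direction is therefore no test of an increase.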

Although the bioaccumulation results suggest these mechanisms were not effective in decreasing RDX body burdens, such responses to chemicals where these detoxification mechanisms metabolize and mitigate toxicity would benefit both coral and the symbiotic zooxanthellae. Regarding the discussion of energy expenditures above, any induced detoxification mechanism requires energy which given the current observations may account for some component of the increased inertia toward energy consumption at the lowest RDX exposure concentration.

### Integrated coral holobiont responses at elevated RDX levels

Similar to the 0.5 mg/L exposure, effects on transcripts coding for genes involved in metabolism were the most pervasive responses at the 1.8 and 7.2 mg/L exposure levels (Table 1). However, in contrast to the coral-dominated response observed at the 0.5 mg/L treatment, the relative proportion of differentially expressed transcripts shifted to a zooxanthellae-dominated response with increasing RDX concentration (Figure 4). The most strongly represented metabolic function was carbohydrate metabolism in each the 1.8 and 7.2 mg/L RDX exposures, with additional marked representation of transcripts involved in energy and amino acid metabolism (Table 1). Cofactor/vitamin metabolism was additionally highly represented in the 7.2 mg/L treatment. Each of these metabolic functions is discussed regarding the integrative response by the coral animals and zooxanthellae in the following.

### Carbohydrate metabolism

Carbonic anhydrase activity has been observed to be required by both species in invertebrate-algal symbiosis to support carbon fixation from CO_2_ via photosynthesis [16] as well as playing a key role in coral skeleton deposition [48]. Transcripts coding for carbonic anhydrase had decreased expression at 7.2 mg/L in coral (AAM94169) and in zooxanthellae (AAW79301, Additional file 2: Table S5) indicating both reduced potential for coral skeleton growth and reduced potential to generate carbon substrates for metabolism via carbohydrate metabolic pathways. 

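The carbonic anhydrase probe of zooxanthellae (Contig03312) was saturated on all 4 control arrays and on 0 of 3 arrays at 7.2 mg/L, and its fitted log2 fold change there was -1.21 (standard error 0.24, limma adjusted p = 0.0445), with 3 of 3 arrays below all controls. It was not a DET by the adjusted F test. Leaving out a single array moved the adjusted p between 0.0296 and 0.195, passing in 1 of 13 cases, with the highest without replicate 3 of the 7.2 mg/L treatment, and normexp background correction gave a log2 fold change of 0.027. At 1.8 mg/L, with 2 usable arrays of which 1 was saturated, the fitted change was -0.54 (limma adjusted p = 0.668), and 0.72 under normexp. The coral carbonic anhydrase was not matched to a probe and is not analysed here.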

Regarding impacts on carbohydrate metabolism, decreased metabolic potential was also demonstrated in zooxanthellae where RT-qPCR validated reductions in pyruvate kinase (XP_001700637), the enzyme that catalyzes the reaction where phospoenolpyruvate is metabolized yielding pyruvate and ATP [49] was observed (Figure 5, Additional file 2: Table S6). These results are suggestive of reduced potential for carbon fixation and cellular energy production via carbohydrate metabolism in the zooxanthellae as well as reduced potential for coral skeleton deposition in the RDX exposure.

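At 7.2 mg/L pyruvate kinase (Contig03961_R) was 6.53 ± 0.20 (SD, n = 3), a log2 fold change of -1.47 (standard error 0.27, limma adjusted p = 0.0365), and all 3 arrays lay below all controls. In the 1.8 mg/L treatment it was 7.08 ± 0.17 (n = 3), a change of -0.92 (adjusted p = 0.546), again with 3 of 3 arrays below. The target was not a DET by the adjusted F test, except without replicate 1 of the 0.5 mg/L treatment. With single arrays left out it passed at 7.2 mg/L in 2 of 13 cases, the adjusted p was highest without replicate 3 of the 7.2 mg/L treatment, at 0.160, and over all alternatives it ranged from 0.0064 to 0.587. Normexp background correction gave 0.30 at 1.8 mg/L and -0.28 at 7.2 mg/L. The forward probe (Contig03961), well above background on 6 of 13 arrays and with control replicate 1 far above the other controls, changed by -0.27 at 0.5 mg/L, which was 0.049 under normexp, by -0.53 at 1.8 mg/L, and was at least 1.67-fold lower at 7.2 mg/L.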

Changes in transcript expression related to carbohydrate metabolic pathways in the coral animal also reflected the potential for diminished substrate availability at the 1.8 and 7.2 mg/L RDX exposure concentrations. First, expression of transcripts coding for genes that metabolize large 6-carbon carbohydrate substrates was reduced in coral. For example, RT-qPCR validated reduced expression of UDP-glucose 6-dehydrogenase (XP_971267) was observed with increasing RDX-exposure concentrations (Figure 5, Additional file 2: Table S6). 

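For UDP-glucose 6-dehydrogenase the brighter probe (Contig03406_R) had a log2 scaled signal of 8.25 ± 0.10 (SD, n = 4) in controls, 7.39 ± 0.02 (n = 2) at 0.5 mg/L, 7.24 ± 0.24 (n = 3) at 1.8 mg/L and 6.83 ± 0.17 (n = 3) at 7.2 mg/L. The log2 fold changes were -0.86, -1.02 and -1.43 (standard errors 0.26, 0.23 and 0.23, limma adjusted p = 0.873, 0.369 and 0.032). Every usable array lay below all controls. The target was not a DET by the adjusted F test, but was one under quantile normalization, with unmoderated tests at the same 1.5-fold cutoff, with dim probes left out, with the brighter orientations only and without replicate 1 of the 0.5 mg/L treatment. With single arrays left out the adjusted p at 7.2 mg/L was highest without replicate 1 of the 7.2 mg/L treatment, at 0.146. Normexp background correction gave 0.39, 0.26 and -0.22. The forward probe (Contig03406) changed by -0.040 at 0.5 mg/L, which was 0.051 to 0.24 under 4 of the 5 other scalings and 0.030 without replicate 3 of that treatment, and by -0.31 at 1.8 mg/L, which was 0.095 under the authors' scaling of their deposited normalized values. At 7.2 mg/L it was at least 2.18-fold lower, as no array there was well above background.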

UDP-glucose 6-dehydrogenase catalyzes reactions oxidizing the 6 carbon glucose substrate thereby reducing NAD^+^ to NADH [50] which is a key energy-carrying molecule involved in cellular energy (ATP) production. Additionally, decreased expression of a gene transcript involved in metabolism of a 6 carbon intermediate substrate in the pentose phosphate pathway, 6-phosphogluconate dehydrogenase (XP_001627413, [51]) was observed in the coral animal. In contrast to expression changes related to large 6 carbon carbohydrate substrates, expression of transcripts coding for genes that metabolize small 2- and 3-carbon substrates had increased expression in corals. For example, at the 1.8 mg/L exposure concentration, citrate synthase (XP_001641037), a highly conserved enzyme known to regulate the first reaction in the citric acid cycle converting the 2 carbon substrate acetyl CoA to citrate [52] had increased expression in coral (Additional file 2: Table S6). Additionally, the coral animal had increased transcript expression of enolase 1 alpha (XP_001632906), the enzyme that catalyzes the reaction converting the 3-carbon substrate phosphoglycerate to phospoenolpyruvate at the 7.2 mg/L exposure concentration. These results suggest that in the face of reduced carbon fixation and energy production resulting from RDX exposure in zooxanthellae, larger carbohydrate substrates (i.e. glucose and pentose) may be in short supply causing corals to increase expression of enzymes that can capture energy from intermediate 2 and 3 carbon metabolites to maintain energy budgets.

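Citrate synthase of the coral (Contig03887_R) was 7.97 ± 0.35 (log2 scaled signal, SD, n = 4) in controls and 7.86 ± 0.43 (n = 3) at 1.8 mg/L. The log2 fold change of -0.11 (standard error 0.28, limma adjusted p = 0.854) was smaller than the spread of either group. It had the opposite sign, at 0.15 to 1.37, under each of the 5 other scalings and was 0.10 without replicate 3 of the treatment. Its spot also lay in the uneven region of the array of control replicate 2, without which the value was -0.28. At 0.5 and 7.2 mg/L the changes were 0.20 and 0.14, and 0.0305 and -0.0335 without that spot.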

### Energy metabolism

The observation that RDX exposure may cause diminished carbon fixation as indicated through reduced transcript expression of carbonic anhydrase in both coral and zooxanthellae (described above), it is intuitive that additional impacts on energy metabolism in the holobiont were observed. 

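The chloroplast light harvesting complex protein (Contig25605_R) was 7.73 ± 0.31 (SD, n = 4) in controls, 6.67 ± 0.26 (n = 3) at 1.8 mg/L and 6.47 ± 0.25 (n = 3) at 7.2 mg/L. Its log2 fold changes were -1.06 and -1.26 (standard error 0.33, limma adjusted p = 0.549 and 0.118), with 3 of 3 arrays below all controls in each treatment. Without replicate 1 of the 0.5 mg/L treatment the adjusted p at 7.2 mg/L was 0.0262, in a range from 0.0262 to 0.629 over the alternatives. The major facilitator superfamily transporter (Contig04866) was 9.09 ± 0.14 (n = 4) in controls, 7.90 ± 0.18 (n = 3) at 1.8 mg/L and 7.58 ± 0.46 (n = 3) at 7.2 mg/L. Its changes were -1.19 and -1.51 (standard error 0.29, adjusted p = 0.449 and 0.0392), again with every array below all controls. The adjusted p at 7.2 mg/L was highest, at 0.194, without replicate 3 of the 7.2 mg/L treatment, and it passed in 2 of 13 cases with single arrays left out. Under normexp background correction the transporter changed by 0.019 at 1.8 mg/L and -0.33 at 7.2 mg/L, and the light harvesting complex protein by -0.27 at 7.2 mg/L. Photosystem II protein was not matched to a probe and is not analysed here.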

Reduced expression of transcripts coding photosystem II protein (CAI58622, Additional file 2: Table S6) as well as RT-qPCR validated reductions in pyruvate kinase (XP_001700637), chloroplast light harvesting complex protein (AAW79366) and major facilitator superfamily (AAU87579) in algal symbionts (Figure 5) are additional indicators of reduced potential for photosynthesis. Highly-stressed corals (particularly heat stressed) may eject zooxanthellae resulting in coral bleaching events [4] however, RDX exposure did not affect the density of algal symbionts (zooxanthallae) in coral tissue even at the highest RDX exposure concentration (Figure 7). Therefore, the decrease in transcriptional expression for zooxanthellae-associated genes, including those involved in photosynthesis, was unlikely an artifact of a bleaching event. Photosynthesis by zooxanthellae supports as much as 95% of energy metabolism in the coral holobiont [15]. 

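The probe for the gamma subunit of coral ATP synthase (Contig01442_R) had a log2 scaled signal of 7.34 ± 2.93 (SD, n = 4) in controls, 8.36 ± 0.15 (n = 3) at 1.8 mg/L and 8.58 ± 0.26 (n = 3) at 7.2 mg/L. The log2 fold changes were 1.02 and 1.24 (standard error 1.03, limma adjusted p = 0.698 and 0.921). The probe was saturated on 1 control array and on 1 and 2 of the 3 arrays at 1.8 and 7.2 mg/L. Control replicate 2, at 2.94, lay far below the other controls, at 8.74 to 8.88. Without that array the changes were -0.44 and -0.22, and at 0.5 mg/L a change of 1.52 became 0.054. On that array the spot, at row 92 and column 39, sat in a region from row 62 to 121 and column 30 to 51 in which 900 spots lay in neighborhoods below the median of all arrays by more than 1 on the log2 scale. The 31 bright spots around it had a median deviation of -3.24, against -0.48 to 0.30 on the other arrays. None of the low spots had been marked as an outlier by the scanner software (0 of 900).

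**Figure D2:**
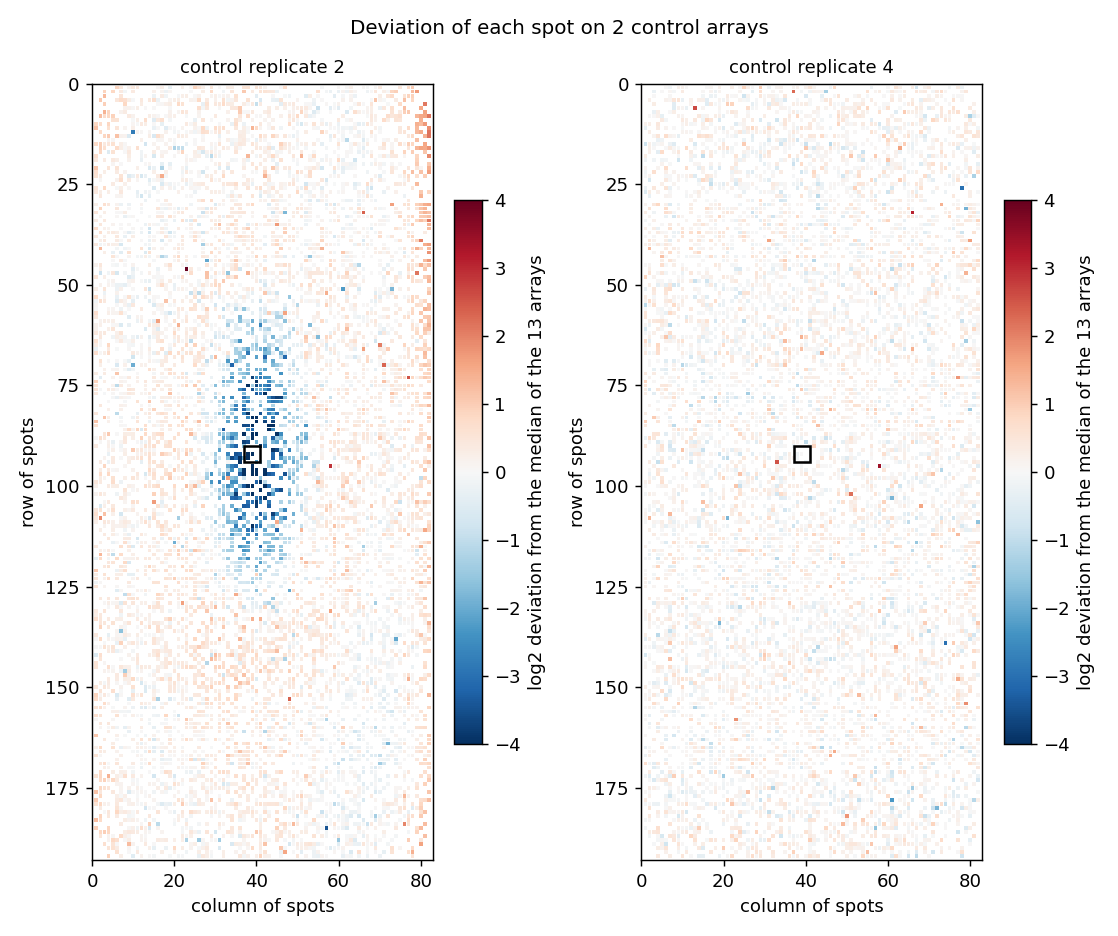
Map of the spots of control replicates 2 and 4, with the column of spots on the horizontal axis and the row of spots on the vertical axis. Color gives the log2 deviation of each spot from its median over the 13 arrays, and the black square marks the ATP synthase gamma spot at row 92 and column 39, inside the low region of control replicate 2.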

Increased expression of gene transcripts involved in electron transport chain-based ATP production were observed in the coral animal at both the 1.8 and the 7.2 mg/L RDX treatments likely representing a compensatory response to decreased cellular energy availability stemming from apparent decreased photosynthetic potential in zooxanthellae (Figure 6 and Additional file 2: Table S6). Given these expression results, we hypothesize that RDX may impair photosynthetic activity in zooxanthellae thereby affecting energy availability for the overall coral holobiont. In future studies, measuring photosynthetic rates in the holobiont under RDX exposures could explicitly test this hypothesis.

### Amino acid metabolism

Changes in expression of transcripts involved in amino acid metabolism occurred in the coral animal, but not in zooxanthellae. 

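The brighter probe of 3-methyl-2-oxobutanoate dehydrogenase (Contig17964_R) had a log2 scaled signal of 5.20 ± 0.21 (SD, n = 4) in controls, 4.84 ± 0.86 (n = 3) at 0.5 mg/L, 4.04 ± 0.49 (n = 3) at 1.8 mg/L and 3.80 ± 0.25 (n = 3) at 7.2 mg/L. The log2 fold changes were -0.36, -1.16 and -1.40 (standard error 0.36, limma adjusted p = 0.905, 0.549 and 0.107), and 2, 3 and 3 of 3 arrays lay below all controls. The adjusted p of the Contig17964_R log2 fold change at 7.2 mg/L was 0.0195 without replicate 1 of the 0.5 mg/L treatment and 0.0312 with each treatment fitted with the controls only, in a range from 0.0195 to 0.861 over the alternatives. Normexp background correction gave 0.65, 0.16 and -0.11. The forward probe was not well above background on any array.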

RT-qPCR validated an inverse relationship between 3-methyl-2-oxobutanoatedehydrogenase lipoamide (XP_647496) transcript expression with increasing RDX-exposure concentration indicating reduced processing of amino acid substrates [53] and thereby reduced ATP consumption to fuel this process. These results are consistent with a metabolic shift to conserve energy resources.

### Metabolism of cofactors and vitamins

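At 1.8 and 7.2 mg/L the cytochrome P450 of the coral (Contig03325) was 5.67 ± 0.47 and 6.18 ± 0.84 (SD, n = 3 each), log2 fold changes of 0.50 and 1.01 (limma adjusted p = 0.668 and 0.338). Of the 3 arrays 1 and 2 lay above all controls, and without replicate 2 of the 7.2 mg/L treatment the change there was 0.61. UDP glucuronosyltransferase 2 (Contig28198_R) was 7.19 ± 0.25 at 1.8 mg/L, a change of 0.31 (adjusted p = 0.690), and 8.50 ± 0.29 at 7.2 mg/L, a change of 1.62 (standard error 0.29, adjusted p = 0.0365) with 3 of 3 arrays above all controls. With single arrays left out it passed at 7.2 mg/L in 3 of 13 cases, with an adjusted p of 0.146 without replicate 1 of the 7.2 mg/L treatment and 0.0128 without control replicate 2, where the adjusted F test also made it a DET, in a range from 0.0078 to 0.273 over the alternatives. The second contig of this family (Contig06469) rose by 1.44 at 7.2 mg/L (standard error 0.40, adjusted p = 0.158, and 0.0352 to 0.553 over the alternatives, lowest under normexp background correction), with 3 of 3 arrays above all controls. Contig06023_R and Contig15230_R changed by 1.07 and 0.67 at 7.2 mg/L (adjusted p = 0.345 and 0.649). At 1.8 mg/L their changes were 0.53 and 0.00, and that of Contig15230_R was -0.22 to 0.26 with single arrays left out.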

Similar to observations at the lowest RDX exposure concentration, increased expression of cytochrome P450 and UDP glucuronosyltransferase 2 family transcripts were observed in the RDX-exposed coral animal and validated using RT-qPCR (Figure 5 and Additional file 2: Table S6). In contrast, no transcriptional effects on cytochrome P450, UDP glucuronosyltransferase 2 family, or other phase I or II detoxification mechanisms were observed in zooxanthellae suggesting coral may be the principle component of the holobiont that actively initiated mechanisms to metabolize and potentially detoxify RDX.

### Mucus production in response to RDX

The preliminary histochemistry assessment suggested that RDX exposure may have the potential to increase coral-derived mucocyte density at the highest RDX-exposure concentration (Figure 7). Corals have been observed to respond to a wide variety of environmental stressors such as crude oil, copper sulphate, mercury, increased sea surface temperature and decreased salinity by excreting copious amounts of mucus (see review in Brown and Bythell [13]). When stimulated, coral tissue mucocytes discharge hydroscopic mucin into the seawater directly overlying the coral, creating an instantaneous large-volume expansion of mucus over a large surface area of coral tissue. This coral surface mucus layer has been observed to serve as a medium for nutrient assimilation, and is hypothesized to physically protect coral from chemical exposure by increasing the thickness of uncontaminated mucus in direct contact with the coral [13]. These preliminary results in conjunction with the observed increases in gene transcript expression for xenobiotic detoxification mechanisms are suggestive of both a physical and metabolic response by the coral animal to protect the holobiont in a chemical stressor exposure.

### A hypothetical scenario for RDX-induced energy loss in the holobiont

The critical role of zooxanthellae photosynthesis in generating energy within the coral holobiont is well described [15, 54]. Preliminary results indicate that holobiont bioaccumulation of RDX (Figure 2) did not affect zooxanthellae density in the *A. formosa* holobiont (Figure 7). RDX did however decrease transcript expression for genes involved in carbon fixation from CO_2_ (carbonic anhydrase, AAM94169 and AAW79301, Additional file 2: Table S5), photosynthesis [photosystem II protein (CAI58622, Additional file 2: Table S6), chloroplast light harvesting complex protein (AAW79366, Figure 5) and major facilitator superfamily (AAU87579, Figure 5)], and carbohydrate metabolism (pyruvate kinase, XP_001700637, Figure 5). Consistent with a decreased potential for photosynthetic energy production by zooxanthellae, coral animals decreased transcriptional expression of genes involved large 6 carbon carbohydrate metabolism (UDP-glucose 6-dehydrogenase, XP_971267, Figure 5 and 6-phosphogluconate dehydrogenase XP_001627413, Additional file 2: Table S6) in favor of increased expression for metabolism of smaller 2 and 3 carbon substrates in glycolysis (phosphoenolpyruvate carboxykinase 1, XP_001179448, Figure 5 and enolase 1 alpha, XP_001632906, Additional file 2: Table S6) and the citric acid cycle (citrate synthase, XP_001641037, Additional file 2: Table S6). The transcriptional network generated for combined coral-zooxanthellae carbohydrate and energy metabolism showed strong correlations between the decreased expression of photosynthetic genes in zooxanthellae and increased transcript expression for genes involved in glycolysis, the citric acid cycle and the electron transport chain (Figure 6). Although it is unlikely that these correlative network connections represent canonical feedback in metabolism among coral and zooxanthellae, they do indicate that the coral animal has highly sensitive and integrated transcriptional responses to the energetic potential of the zooxanthellae.

## Conclusions

Our results indicate differential sensitivities and responses to the emerging marine pollutant RDX among species comprising the *A. formosa* coral holobiont. The coral animal had the most sensitive transcriptional response to RDX bioaccumulation (Figure 4) including increased expression of genes involved in xenobiotic metabolism such as phase I and II xenobiotic detoxification pathways, cytochrome P450s and UDP glucuronosyltransferase 2 family enzyme, respectively (Figure 5) at the lowest RDX exposure level. These results in addition to preliminary data suggesting increased mucus production (Figure 7) as a physical barrier to RDX exposure indicate that the coral animal may provide a sentinel response to protect the coral holobiont against chemical stressors. As RDX exposure concentrations/bioaccumulation increased, the proportion of differentially expressed transcripts from zooxanthellae dominated the holobiont transcriptional response (Figure 4). Transcriptional network (Figure 6) and metabolic pathway analyses (Additional file 2: Table S6) suggest that the coral holobiont may have reduced potential for carbon fixation and energy production via photosynthesis in zooxanthellae. Observed compensatory increases in expression of glycolytic, citric acid cycle and electron transport pathways were observed likely to sustain energy (ATP) needs in the coral animal. These observations underscore the potential for complex integrated responses that occur among species comprising the coral holobiont and highlight the need to understand holobiont-species interactions to accurately ssess stressor impacts.

### Supporting information

**Supplemental text:** available in the linked PDF document.

**Supplemental tables:** available in the linked Excel spreadsheet.

## Electronic supplementary material

Additional file 1: **Supplemental Text.**

Additional file 2: **Supplemental Tables.**

# Supplementary material for: Coral-zooxanthellae meta-transcriptomics reveals integrated response to pollutant stress
**Source:** BMC Genomics. 2014 Jul 12;15(1):591. doi: 10.1186/1471-2164-15-591
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Text.

**(Additional File 1 - Supplemental Text)**

**Title: Coral-Zooxanthellae Meta-Transcriptomics Reveals Integrated Response to Pollutant Stress**

**Short Title:** Coral Meta-Transcriptomics Reveal Pollutant Stress

**Authors:** Kurt A. Gust^1*^, Fares Z. Najar^2^, Tanwir Habib^3^, Guilherme R. Lotufo^1^, Alan M. Piggot^4,5^, Bruce W. Fouke^4,6^, Jennifer G. Laird^1^, Mitchell S. Wilbanks^1^, Arun Rawat^7^, Karl J. Indest^1^, Bruce A. Roe^4^, Edward J. Perkins^1^

**MATERIALS AND METHODS**

***Coral Acquisition and Processing***

*Acropora sp.* fragments were shipped to the US Army Engineer Research and Development Center (ERDC; <http://www.erdc.usace.army.mil>) in Vicksburg, Mississippi where exposure experiments were conducted. Individual fragments were placed in sealed plastic bags half filled with seawater and pure O_2_, respectively, and shipped via Delta Airlines overnight delivery of living animals service (<http://www.delta.com>). Upon arrival at ERDC, the corals were handled as directed in the instructions provided by Oceans, Reefs and Aquaria Company (ORA, Harbor Branch Oceanographic Institution, Ft. Pierce, FL) to acclimate corals to the receiving aquaria. Briefly, the coral bags were floated in the receiving aquaria for 1 hour to achieve temperature equilibrium. Next, each coral fragment was placed in an individual beaker containing 50% water from the shipping bag and 50% water from the receiving aquarium and allowed to acclimate for 4 hours. The corals were then placed in aquaria designed and licensed for controlled experimentation of exposure to 1,3,5-trinitro-1,3,5 triazine (RDX) where the coral fragments were allowed to acclimate for 24h prior to addition of RDX.

***Experimental Design, Statistical Independence & Dose-Response Relationships***

During peer review, there was concern about the ability to achieve independence among biological replicates within the experimental design used in this study. It would have been preferable from a design perspective to have each coral fragment housed in an individual aquarium, however the cost of the elaborate coral husbandry equipment and the tremendous footprint required to execute such an experiment was prohibitive.

A primary concern for the peer reviewers was that the samples were “pseudo-replicated” and therefore the samples were not independent violating a critical assumption of the ANOVA used to analyze and draw inferences from the experiment. With respect to the reviewers’ concerns, we argue that variation in transcript expression responses in individuals (biological replicates) was not dependent upon the aquaria they were exposed in and had marginal impact on chemical effects observed across different aquaria indicating that the experimental design did not invalidate the results described in the paper. The logic and observations in support of this argument are provided in the following text:

First, we would like to point out a very important distinction between spatiotemporal independence and statistical independence. As stated by Schank and Koehnle (2009) in a critique on the concept of pseudo-replication, “… *independence is not mathematically related to either proximity or isolation*. Stated simply, two events are statistically independent if and only if the occurrence of one makes the other neither more nor less probable. Numerous factors can influence statistical independence such as spatiotemporal proximity, but these factors should not be confused with the definition of statistical independence.”

Further, they state … “Whether or not spatial relationships, boundaries, or physical connectedness generates statistical dependencies is an empirical question. Our central argument is that statistical dependencies can be detected with appropriate multilevel models, control of physical conditions, or replication of studies.”

In the following text, we speak to the three criteria listed above to demonstrate due diligence in describing the state of statistical independence and sources of variation in our study:

1. *Statistical dependencies can be detected with appropriate multilevel models*: As recommended by Schank and Koehnle (2009)^1^, we sought to provide empirical evidence of statistical independence among coral samples in our study and specifically demonstrate that RDX was the primary source of variation across treatment groups. Using a concept fundamental to the toxicological sciences, the dose-response relationship, we now demonstrate that RDX was the fundamental driver of (A.) changes in overall transcript expression, as well as for (B.) critical biological processes / pathways affected in xenobiotic exposures. 

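Of the 16 DET, 8 were lower at both 0.5 and 7.2 mg/L and were not DET at 1.8 mg/L, where their log2 fold changes were between -0.30 and -0.92. For 5 of the 8, limma's direct tests of 0.5 against 1.8 mg/L and of 7.2 against 1.8 mg/L both passed adjustment over all probes. Contig06713_R had a log2 scaled signal of 7.81 ± 0.48 (SD, n = 4) in controls, 2.09 ± 0.22 (n = 3) at 0.5 mg/L, 7.36 ± 0.92 (n = 3) at 1.8 mg/L and 0.65 ± 0.17 (n = 3) at 7.2 mg/L. Its log2 fold changes were -5.72, -0.44 and -7.15 (standard error 0.37 each, adjusted p = 2.59e-06, 0.672 and 6.28e-08). Contig28277 fell from 6.93 ± 0.24 in controls to 1.74 ± 0.78 at 0.5 mg/L, a change of -5.19 (adjusted p = 5.88e-05). It changed by -0.92 at 1.8 mg/L (adjusted p = 0.668) and was at least 141-fold lower at 7.2 mg/L (adjusted p = 6.28e-08), where no array was well above background. Contig19810 was not well above background at 0.5 and 7.2 mg/L, where it was at least 5.64-fold and 6.39-fold lower, and changed by -0.32 at 1.8 mg/L. None of these 3 contigs is in the readable part of Table S3. Only 1 of the 16 DET had group means that moved in a single direction from controls through 0.5, 1.8 and 7.2 mg/L.

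**Figure D3:**
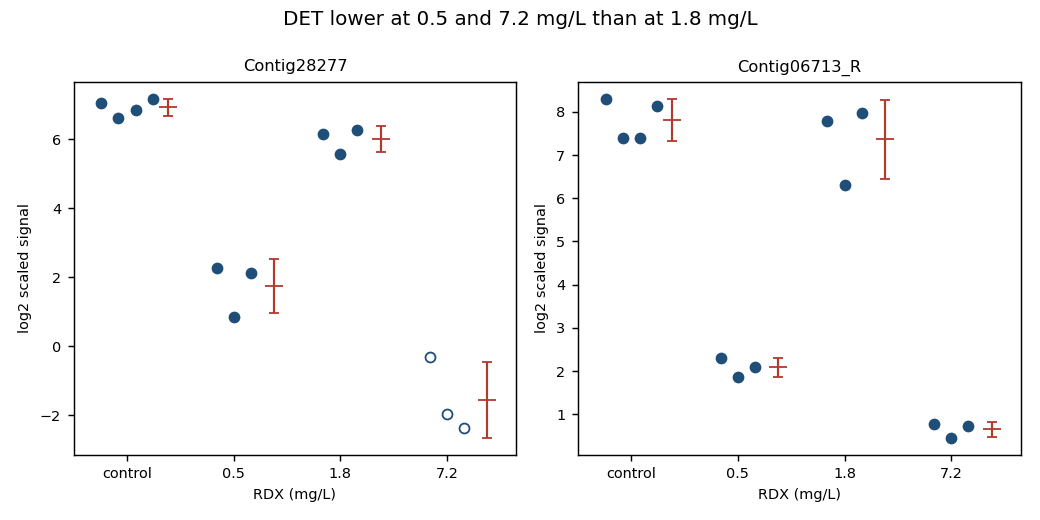
Array signal of Contig28277 and Contig06713_R against the RDX treatment in mg/L. The vertical axes give log2 scaled signal, each black mark is 1 array (open circles, spots not well above background) and red marks give the mean and SD of each group; controls and 1.8 mg/L lie above 0.5 and 7.2 mg/L on every array.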

If non-independent responses or “batch effects” occurred within aquaria, then random, punctuated or divergent responses across the exposure concentration range would be expected. Stated explicitly, if dependency among coral fragments was the primary source of variation across experimental treatments, then few if any dose-response relationships would be expected in the RDX exposures.

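A trend with concentration was tested with limma on each of 14852 probes, with log2 of 1 plus the measured RDX concentration as the covariate. After Benjamini-Hochberg adjustment 158 probes had a trend, of which 5 increased and 153 decreased, and 122 of the 158 were well above background on all arrays. For 17 targets both orientations were among the 158, and these were not removed from the count. Without adjustment 1272 probes (8.56%) passed. The number depended on the scaling, being 1 under the 75th percentile, 1 under the 50th percentile of probes well above background, 1 under normexp background correction, 59 under quantile normalization and 100 under the authors' scaling of their deposited normalized values. Without replicate 1 of the 7.2 mg/L treatment the number of probes with a trend with dose was 1, and without replicate 3 of the 0.5 mg/L treatment it was 190.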

(A.) Overall changes in transcript expression (Dose-response relationships): As demonstrated in Figure 3 of the manuscript, a dose-response relationship of increasing overall transcript expression in response to increasing RDX concentration was observed. Further, a dose-response relationship was observed in the relative expression of transcripts within the holobiont where the relative proportion of transcripts differentially expressed by the zooxanthallae increased with RDX exposure concentration (Figure 4). Further, that dose-response relationship in the zooxanthellae showed decreased expression of transcripts with increasing RDX exposure concentration (Figure 4 and Supplemental Figure 1, below), demonstrating negative effects of RDX on transcript expression for multiple metabolic pathways in zooxanthellae.

45 Unique Gene Transcripts Total

Supplemental Figure 1 (in support of supplemental text). Expression for all transcripts having significant differential expression in the zooxanthellae in response to RDX exposure.

(B.) Critical biological processes / pathways expected to be affected in xenobiotic exposures (Dose-Response Relationships): Dose-response relationships were also found for important biological and metabolic processes in the coral holobiont. For example, in the zooxanthellae, differentially expressed gene transcripts involved in supporting photosynthesis had a negative dose- response relationship with increasing RDX concentrations (Supplemental Figure 2, below).

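Slopes from limma's trend test, in log2 signal for each doubling of 1 plus the measured RDX concentration in mg/L, were negative for the zooxanthellae and chloroplast targets. The slope was -0.51 for the major facilitator superfamily transporter (Contig04866), -0.48 for pyruvate kinase (Contig03961_R) and -0.46 for elongation factor G (Contig07816), with an adjusted p of 0.0242 for each and standard errors of 0.09, 0.08 and 0.09. Carbonic anhydrase (Contig03312), saturated in controls, had a slope of -0.38 (adjusted p = 0.0243). The light harvesting complex protein (Contig25605_R) had a slope of -0.44 (standard error 0.10, adjusted p = 0.0555). Over all named targets 7 passed the trend test after adjustment. Under the 75th percentile, under normexp background correction or without replicate 1 of the 7.2 mg/L treatment, only 1 probe of the whole array had a trend. At most 1 of these 7 targets could therefore pass under each of those settings. Each treatment had 1 chamber, so the p-values cannot separate concentration from chamber.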

Supplemental Figure 2 (in support of supplemental text). Expression for gene transcripts derived from zooxanthellae that are known to be involved in photosynthetic systems / function that had significant differential expression in response to RDX exposure.

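Among the detoxification targets of the coral, UDP glucuronosyltransferase 2 (Contig28198_R) had a positive trend with a slope of 0.50 (standard error 0.10, limma adjusted p = 0.0243). The limits of scaling, left-out array and chamber given for the zooxanthellae targets hold for this trend too. Its second contig (Contig06469) had a slope of 0.44 (standard error 0.13, adjusted p = 0.145). The cytochrome P450 targets Contig03325, Contig06023_R and Contig15230_R had slopes of 0.21, 0.24 and 0.19 (adjusted p = 0.823, 0.768 and 0.705). For Contig03325 the highest mean was at 0.5 mg/L, where it also had its largest number of arrays above all controls.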

In examining functional responses within the coral animal, a positive dose-response relationship with increasing RDX concentrations was observed for multiple gene transcripts involved in both Phase I and Phase II xenobiotic detoxification mechanisms (Supplemental Figure 3, below).

The evidence we have described above indicates the prevalence of RDX dose-response relationships at many levels of our transcript expression investigations. This evidence demonstrates that even if statistical dependencies did exist within exposure aquaria, the predominant source of variation within our experiments was the RDX exposure relative to any interactions between coral fragments. There is no denying that there was physical independence between aquaria, however if interactive effects within tanks was the primary driver of changes in transcription expression, dose-responses (especially dose-responses indicative of xenobiotic exposure) would not be expected.

Supplemental Figure 3 (in support of supplemental text). Expression for gene transcripts derived from the coral animal known to code for proteins involved in xenobiotic detoxification mechanisms that had significant differential expression in response to RDX exposure.

2. *Control of physical conditions:*  As a means to eliminate dependencies among samples we took the following steps. 1. We carefully controlled and monitored the physical conditions within exposure chambers to assure uniformity in water quality, temperature, and lighting conditions within and among experimental chambers (Table S2). Additionally, we carefully monitored the RDX exposure levels in each treatment using analytical chemistry to empirically establish exposure levels daily throughout the exposure assays (Table S2).

3. *Replication of studies:* Replication of studies and testing of hypotheses proposed in the literature are critical to the scientific process. Publication of the observations generated in this work will allow researchers to consider and test specific hypotheses to advance ecotoxicology as well as coral holobiont science. We feel that the hypotheses we’ve generated in this work are relevant and important and should be presented for consideration by the scientific community.

In total, we have carefully considered the implications of statistical independence in our study, and the weight of evidence suggests that if non-independence was occurring among biological replicates, that source of variation was largely subordinate to the relatively strong effects of RDX exposure. A variety of dose-response relationships were observed in both total differential expression of transcripts as well as for functional responses within both the coral animal and the zooxanthellae in the holobiont indicating that the transcriptomic responses were primarily a response to the dependent variable, RDX concentration.

As a final note outside of the realm of statistics, in the field, dependent responses where an effect of RDX on a single individual that can negatively influence a near neighbor within the coral colony is certainly an important adverse effect that should be recognized regarding protection of coral species. Therefore, the responses we observed, whether independent or dependent on one sensitive coral fragment within a batch represents an important observation regarding coral health in the environment.

***Context for Coral Exposure to RDX in the Environment***

Unexploded ordnance (UXO) and discarded military munitions (DMM) in marine environments may pose a risk to the local biota because shell casings may eventually breach through mechanical stress, corrosion, and low-level remedial detonations and release potentially harmful chemicals. However, exposure needs to be evaluated based on spatial considerations and is likely insignificant to most individual receptors at underwater explosive contaminated sites. Sessile organisms, such as corals, face higher exposure likelihood compared to mobile organisms with variable residence time, particularly in the localized areas surrounding a potentially breached shell. Adequate records of measured concentration of explosive compounds in the water surrounding UXO and DMM in tropical areas were not found in the available literature.

***Analytical Chemistry: Exposure Water and RDX-Tissue Residues***

High performance liquid chromatography (HPLC) was used to quantify the RDX concentrations in water samples from each tank as well as in solvent extracts of tissue samples. The HPLC process was performed following the U.S. Environmental Protection Agency SW-486 Method 8330. Analyses were conducted with an Agilent 1100 Series HPLC (Palo Alto, CA) equipped with a Supelco RP-Amide C-16 column and a diode array detector. Sample injection volume was 100 µl with a flow rate of 1 ml per minute and column temperature of 45°C. An isocratic mobile phase consisting of 55% methanol and 45% water was utilized. Absorbance was measured at 230 and 254 nM. Peak identification was based on retention time with spectral analysis confirmation. The laboratory reporting limit for all analytes was 0.5 µmol/L (~ 0.1 mg/L) for water samples, and 5 µmol/kg (~ 1 mg/kg) for tissue samples. Recovery of RDX from tissue extracts ranged from 90 to 98%.

***Reverse-transcriptase, quantitative polymerase chain reaction (RT-qPCR)***

Eight hundred nanograms of DNase-treated total RNA for each biological replicate was reverse transcribed using Random Primers (Invitrogen, Carlsbad, CA) in a SuperScript III (Invitrogen) catalyzed reaction. RT-qPCR was performed using an Applied Biosystems (ABI) Prism 7900HT Sequence Detection System (Applied Biosystems, Foster City, CA) with each reaction mixture containing ABI SYBR^®^ Green Master Mix, target primers at a concentration of 5µM and approximately 60 ng of cDNA product. Primer melt curves were conducted after qPCR and data for any primer sets that did not have a single conserved melt peak were discarded.

**REFERENCE**

Schank JC, Koehnle TJ. Pseudoreplication is a pseudoproblem. J Comp Psychol. 2009 Nov;123(4):421-33. doi: 10.1037/a0013579.

How the deposited data were processed for this re-analysis (not part of the article)

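RNA from 13 coral fragments, 4 controls and 3 each at 0.5, 1.8 and 7.2 mg/L RDX, was measured on custom 15K Agilent arrays of 60mer probes, 1 fragment per array. Conditions and replicate numbers were taken from the sample labels. The paper states 3 replicates per condition, and all 4 controls were used. The authors' Feature Extraction software (9.5.1) gave a background-subtracted, spatially detrended signal intensity for each spot, with surrogate values where a spot was not above background and no normalization between arrays, and the raw spot means and local backgrounds in the deposited files are intensities too. The authors' deposited normalized values are a ratio, made in GeneSpring 7.3 by dividing the signal by one constant per array and by the median of each probe. This was checked on 14914 probes, of which 14911 matched such a product. Apart from a common factor, the constant lay within 0.035 (log2) of the median of probes well above background on every array. It lay up to 0.549 from the median of all probes, which the main scaling subtracts. The main scaling is therefore not the authors' scaling.

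The signal intensity was log2 transformed and the 50th percentile of each array subtracted. Outlier spots marked by the scanner software were left out, 19 to 122 per array. All fits used limma 3.58.1 in R 4.3.3, with group means for 4 groups and empirical Bayes moderation. Of 14855 probes, 13 lacked a usable spot in a group and were not tested. The moderated F test over the 3 contrasts with controls was adjusted by Benjamini-Hochberg to a false discovery rate of 0.05, followed by an unadjusted contrast p of 0.05 and a fold change of 1.5. Targets called in both orientations were to be removed. Adjusted p values of single genes are Benjamini-Hochberg values of a contrast over all probes, without the F test, so a gene can pass there and not be a DET. The trend test used log2 of 1 plus the measured concentration. The correlation of pyruvate kinase with ATP synthase used 100000 permutations, or all orders within a slide. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

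Between 46.3% and 53.3% of probes per array were well above background, and 1.14% to 1.79% of spots were saturated. Changes of groups not well above background are given as bounds, and saturated groups are named beside their fitted change. The pipeline was tested on simulated data with 200 changed probes of 14527. A log2 change of 1 was found for 0.5%, 0% and 0% of them at the 3 concentrations, a change of 2 for 76.5%, 77% and 79%, and a change of 3 for 95.5%, 93% and 95.5%, with 0 calls in 1 set where nothing was changed. In 100 further sets of unchanged treatments DET were called in 3, 3 and 2 sets, with as many as 170, 186 and 367 calls. At this number of arrays small changes are therefore missed.

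The genes named in the text were set by a rule. It takes every transcript that the results or discussion names with a protein accession and every RT-qPCR target of Table S1, and per concentration the 3 DET with the largest increase and the 3 with the largest decrease among those with every array beyond every control. The first part gave 17 named targets and the second part the DET named in the text beside them. The brighter orientation of each Table S1 target was added after the values were seen. The choices of the analysis, 31 alternatives and the rule were set before the data were examined. The alternatives were other scalings of the arrays (75th percentile, 50th percentile of probes well above background, quantile, normexp with an offset of 50, the authors' scaling), leaving out dim probes, blocks for slide and replicate number, each of the 13 arrays left out, other thresholds and tests, and other scales of concentration. The t-test follows the ANOVA and pairwise test of the paper's methods but keeps the 1.5-fold cutoff, where the methods state a log2 cutoff of 1.5. Calls at unadjusted p, the t-test with unadjusted ANOVA under 2 scalings, and leaving out spots in uneven regions were chosen after seeing the data. Groups were compared with 100 random regroupings of the arrays.

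The RT-qPCR values were not used here. Enolase, cytochrome c oxidase subunit II, coral carbonic anhydrase, 6-phosphogluconate dehydrogenase and photosystem II protein were not matched to a probe and are not analysed here. The 5.8% of probes that the paper removed as prokaryotic could not be identified, since only parts of the annotation tables could be read (1998 of 12141 lines of Table S3), so these probes remain. For the same reason DET were not divided between coral and zooxanthellae, and pathways were not tested.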

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

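The tests of explanations in this part were chosen only after the result was seen.

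The ATP synthase gamma probe (Contig01442_R) drew attention because control replicate 2 lay far below the other 3 controls, with a gap of 0.9765 of the whole range of the group, past Dixon's critical value for 4 samples. The forward pyruvate kinase probe (Contig03961) did so because control replicate 1, at 0.95, lay above the next controls at 0.42 and 0.32, with a gap of 0.8353 of the range. Of 25 control groups tested these 2 passed, where chance passes about 1 in 20 groups. The forward pyruvate kinase probe is near background, and no explanation was tested for it.

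For ATP synthase gamma, a loss of this size over the whole array would place probes this far below every other array in all parts of it. There were 47 probes at least 3 below every other array on the log2 scale, and 0 of them lay outside the uneven region. A milder loss over the whole array is not excluded by this. With the region included, this array had the lowest median signal (79.1), the most outlier spots (122) and the lowest median r with the other arrays (0.963). A defect of part of the array predicts low neighbors. The 31 neighboring spots had a median deviation of -3.24 there, so a defect of that part of the array may account for the value, and leaving the region out gave log2 fold changes of 0.054, -0.44 and -0.22. No biological explanation was tested.

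For 6 DET the 1.8 mg/L treatment differed from both 0.5 and 7.2 mg/L in limma's direct tests, adjusted over all probes. The larger of both adjusted p was 1.99e-05 for Contig06713_R, which was lower than at 1.8 mg/L by -5.28 and -6.71 (log2), and 0.0018 for Contig28277, at -4.26 and at least 74.4-fold lower. It was 0.0064 for Contig25034_R, at -2.34 and -2.94, 0.0187 for Contig04827, at -1.98 and -2.58, and 0.017 for Contig19810, at least 4.51-fold and 5.11-fold lower. Contig26777_R went the other way, at 3.73 (2 usable arrays, both saturated) and 3.17 (2 of 3 arrays saturated), and a larger p of 0.0281.

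Several explanations of the 8 DET that were lower at 0.5 and 7.2 mg/L and not called at 1.8 mg/L were weighed. A difference between slides would remove the calls once slide is a block, but 8 of 8 were still called. Scaling of the arrays would shrink the difference from 1.8 mg/L, but its median was -2.16 and under 6 scalings no smaller in size than -1.75, under normexp. For the 5 of the 8 with a sharp gap along the groups, fragments of different source, placed at random over the groups, would split as 2 whole groups with a probability of at most 0.014. For the other 3, without a sharp gap, this explanation stays open, because the number of splits does not cover them. Exposure chamber and concentration cannot be told apart, because each treatment had 1 chamber. A response that is not ordered by concentration stays open as a hypothesis, and so does a difference between chambers or between fragments that were not placed at random, neither of which was tested.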

How the results depend on the processing

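Calls at unadjusted p, the t-test with unadjusted ANOVA, residuals from group means and the tests without the uneven regions were chosen only after the result was seen. Where a value changed below, the cause was not tested unless stated.

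In counts of DET at 0.5, 1.8 and 7.2 mg/L, then shared by 0.5 and 1.8, 0.5 and 7.2, and 1.8 and 7.2 mg/L, then probes with a trend with dose, the analysis gave 15, 6, 13, 5, 13, 3 and 158. The 75th percentile gave 7, 0, 7, 0, 7, 0 and 1. The 50th percentile over probes well above background gave 6, 0, 6, 0, 6, 0 and 1. Normexp background gave 2, 0, 2, 0, 2, 0 and 1. Series matrix scaling gave 7, 1, 6, 1, 6, 0 and 100. Quantile normalization gave 13, 4, 12, 4, 11, 4 and 59. Dim probes left out gave 20, 13, 23, 6, 17, 9 and 215. At 1.8 mg/L, where a limma count was 0, the contrast passed without adjustment for 1010 probes in the analysis. The DET of the analysis that were called again numbered 7, 0 and 7 under the 75th percentile, 8, 1 and 8 under quantile normalization, 2, 0 and 2 under normexp, and 7, 1 and 6 under series matrix scaling.

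The slide block gave 13, 7, 13, 4, 11 and 4, with 179 probes with a trend with dose. The replicate block gave 5, 0, 5, 0, 5, 0 and 3, and for Contig16339_R at 1.8 mg/L -0.23. The replicate numbers do not pair the samples (18 pairs of the same number had a median r of -0.03), so a call lost under this block is not a weaker effect. A log2 cutoff of 1.5 gave 12, 3, 12, 1, 10 and 1. Benjamini-Hochberg per dose without the F test gave 11, 3, 90, 0, 8 and 1. The methods' t-test gave 7, 2, 7, 2, 7 and 2. Fits of each dose with the controls only gave 6, 3 and 146. With brighter orientations only there were 16, 6 and 18, and leaving out the uneven regions gave 15, 6, 14, 4, 12, 2 and 180. The trend gave 170 probes with dose rank and 15 with measured RDX on a linear scale.

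Chosen after seeing the data, limma at unadjusted p gave 260, 415, 503, 86, 109 and 253. The t-test at unadjusted ANOVA p gave 160, 288, 355, 36, 44 and 172, with series matrix scaling 144, 295, 301, then 43 (DET shared between 0.5 and 1.8 mg/L), 44 and 114, and with dim probes left out as well 108, 120, 240, 19, 36 and 83. The share of increased DET at 0.5, 1.8 and 7.2 mg/L was 26.7%, 33.3% and 0% in the analysis and 79.9%, 69.8% and 34.6% in the last but 1 of these.

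With single arrays left out, DET at 0.5 mg/L ranged from 10 (without RDX 0.5 mg/L replicate 3) to 90 (without RDX 0.5 mg/L replicate 1), at 1.8 mg/L from 2 (without RDX 7.2 mg/L replicate 2) to 79, and at 7.2 mg/L from 10 to 89 (same arrays). Shared DET ranged from 1 to 76 for 0.5 and 1.8 mg/L, 10 to 86 for 0.5 and 7.2 mg/L, and 1 to 76 for 1.8 and 7.2 mg/L, highest without RDX 0.5 mg/L replicate 1, and probes with a trend with dose from 1 (without RDX 7.2 mg/L replicate 1) to 190 (without RDX 0.5 mg/L replicate 3). The correlation of pyruvate kinase with ATP synthase ranged from -0.26 (without RDX 0.5 mg/L replicate 1) to 0.65 (without control replicate 2), was 0.65 with the uneven regions left out, 0.18 on residuals and 0.66 under normexp, against -0.17. A defect of part of that array may account for the changes without the region, where the neighboring spots deviated by -3.24.

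Random regroupings gave a count as large, the real grouping included, in 2, 2 and 1 of 100 for DET at 0.5, 1.8 and 7.2 mg/L, in 3, 1 and 2 of 100 for the shared DET in the order above, in 1 of 100 for the trend and in 1 of 35 for each dose fitted with the controls only. Counts this large were therefore rare when single fragments were regrouped at random. Because each treatment had 1 chamber, regrouping fragments cannot exclude a chance difference between chambers. Other regroupings reached as many as 71, 62 and 11 DET.

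Single genes changed direction as follows. The 75th percentile gave 0.051 for Contig03406 at 0.5 mg/L, 0.15 for Contig03887_R at 1.8 mg/L and 0.072 for Contig16339 at 7.2 mg/L, and the 50th percentile over probes well above background gave 0.084, 0.20 and 0.11. Quantile normalization gave 0.22 for Contig03887_R at 1.8 mg/L. Series matrix scaling gave 0.14 and 0.095 for Contig03406 at 0.5 and 1.8 mg/L, 0.30 for Contig03887_R at 1.8 mg/L and 0.12 for Contig16339 at 7.2 mg/L. Normexp gave at 0.5 mg/L 0.39 (Contig03406_R), 0.69 (Contig03961_R), 0.70 (Contig04866), 0.76 (Contig07816), 0.65 (Contig17964_R), 0.74 (Contig25605_R), 0.76 (Contig03312), 0.24 (Contig03406) and 0.049 (Contig03961). At 1.8 mg/L it gave 0.26 (Contig03406_R), 0.30 (Contig03961_R), 0.019 (Contig04866), 0.45 (Contig07816), 0.16 (Contig17964_R), 0.72 (Contig03312), 1.37 (Contig03887_R) and -0.018 (Contig16339), and at 7.2 mg/L 0.35 (Contig16339_R) and 0.027 (Contig03312). Normexp moved the median of probes well above background on all arrays to 0.71, 0.72 and 0.78, so for bright targets its positive values, apart from Contig03887_R, are close to or below this shift and show no rise relative to other bright probes. The other scalings moved the median of all probes, -0.16, -0.22 and -0.10, to between -0.07 and 0.18. Leaving out the uneven regions gave -0.44 and -0.22 for Contig01442_R at 1.8 and 7.2 mg/L and -0.0335 for Contig03887_R at 7.2 mg/L.

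With single arrays left out the ranges were -0.23 to 0.31 for Contig16339_R at 1.8 mg/L (control replicates 4 and 1), -0.69 to 0.0225 for Contig25605_R and -0.11 to 0.030 for Contig03406 at 0.5 mg/L (replicates 1 and 3 of 0.5 mg/L), -0.44 to 1.54 and -0.22 to 1.76 for Contig01442_R at 1.8 and 7.2 mg/L (control replicates 2 and 3), -0.32 to 0.10 and -0.0335 to 0.24 for Contig03887_R at 1.8 and 7.2 mg/L (replicates 2 and 3 of 1.8 mg/L, and control replicates 2 and 3), and -0.34 to 0.14 for Contig16339 at 7.2 mg/L (control replicates 2 and 1).

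Of the values of named genes under all settings, 1466 stayed as they were in direction and side of 0.05, 173 kept their direction and no longer passed, 5 newly passed and 47 reversed, and those under normexp include its common shift. Depth limits the probes near background, since 46.3% to 53.3% of the probes on an array were well above it.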

Differences from the paper's values

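Counts, shares and R squared are called within range below when neither value is more than 1.5 times the other, and log2 fold changes when they have the same sign and differ by no more than the larger SD of the 2 groups, so values just inside and just outside can lie close together. The paper gives 120, 181 and 239 DET at 0.5, 1.8 and 7.2 mg/L, where 15, 6 and 13 were found. Of the alternatives set before the data were examined only leaving out replicate 1 of the 0.5 mg/L treatment (90) comes within range at 0.5 mg/L, and none does at 1.8 and 7.2 mg/L. Chosen after seeing the values, the t-test at unadjusted ANOVA p gave 160 and 355 at 0.5 and 7.2 mg/L, with series matrix scaling 144 and 301, and with dim probes left out as well 108, 120 and 240 at the 3 concentrations, of which those at 0.5 and 7.2 mg/L are within range.

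The paper removed 14, 4 and 36 targets called in both orientations, against 0, 0 and 0 here, and no alternative set before the data were examined comes within range. Chosen after seeing the values, limma at unadjusted p gave 16 at 0.5 mg/L, the t-test at unadjusted ANOVA p gave 49 at 7.2 mg/L, and with series matrix scaling it gave 11, 3 and 31.

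The paper gives 14.9% of DET as shared by 0.5 and 1.8 mg/L, against 33.3%. Within range among the alternatives set before the data were examined are series matrix scaling (14.3%), and leaving out 1.8 mg/L replicate 2 (16.7%), 0.5 mg/L replicate 3 (10%), control replicate 3 (16.7%), 7.2 mg/L replicate 2 (10%) or 0.5 mg/L replicate 2 (20%). Chosen after seeing the values, limma at unadjusted p gave 20.7%, and the t-test at unadjusted ANOVA p 12.5%, 14.6% with series matrix scaling and 15.8% with dim probes left out as well. The paper gives 10.5% as shared by 0.5 and 7.2 mg/L, against 86.7%. Benjamini-Hochberg per dose without the F test (8.9%) is within range, and of the tests chosen after seeing the values the t-test gave 12.4%, 14.6% and 15% under the same settings. The other alternatives set before the data were examined stay outside for both pairs.

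The paper's share of DET with increased expression is about 80%, about 70% and about 35% at 0.5, 1.8 and 7.2 mg/L in Fig. 4, read by eye, against 26.7%, 33.3% and 0%. Of the alternatives set before the data were examined, series matrix scaling is within range at 1.8 mg/L (100%, 1 of 1 DET) and the others are not. Chosen after seeing the values, the t-test at unadjusted ANOVA p with series matrix scaling gave 79.9%, 69.8% and 34.6%, with dim probes left out as well 83.3% at 0.5 mg/L, and limma at unadjusted p 29.8% at 7.2 mg/L.

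The paper's R squared over the DET shared by 0.5 and 1.8 mg/L is about 0.44 in Fig. 3, read by eye, against 0.971. It is within range without replicate 3 of 7.2 mg/L (0.353) and without replicate 1 of 0.5 mg/L (0.581), and not under the other alternatives set before the data were examined. Chosen after seeing the values, 2 settings of the t-test at unadjusted ANOVA p gave 0.597 and 0.554.

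The following array values of the paper were read by eye from Fig. 5. For Contig03325 at 0.5 mg/L the paper has about 1.6, against 1.37, and the 75th percentile (1.46), the 50th percentile over probes well above background (1.50), quantile normalization (1.47), series matrix scaling (1.56), and leaving out 0.5 mg/L replicate 3 (1.38), 0.5 mg/L replicate 2 (1.42) or control replicate 1 (1.48) are within range, as are the uneven regions left out (1.41), chosen after seeing the values. For Contig03406 the paper has about -0.29 at 0.5 mg/L and about -0.61 at 1.8 mg/L, against -0.040 and -0.31, with none of the alternatives set before the data were examined within range. The brighter orientation with series matrix scaling, chosen after seeing the values, gave -0.56 and -0.61, of which the second is within range. For Contig04866 at 1.8 mg/L the paper has about -0.79, against -1.19, and within range are the 75th percentile (-0.93), the 50th percentile over probes well above background (-0.89), quantile normalization (-0.85) and series matrix scaling (-0.79). For Contig07816 the paper has about -0.59 at 1.8 mg/L and about -1.2 at 7.2 mg/L, against -0.998 and -1.38, and the same 4 scalings are within range, with -0.74, -0.69, -0.64 and -0.59 at 1.8 mg/L and -1.24, -1.1997, -1.18 and -1.19 at 7.2 mg/L. The other alternatives set before the data were examined stay outside for these values. Series matrix scaling with the brighter orientation, chosen after seeing the values, lay within 0.05 of 34 of the 39 array values printed in Fig. 5.

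The paper states that the number of DET rises with concentration, where the counts were 15, 6 and 13. The limma counts at unadjusted p (260, 415 and 503) and the t-test counts, chosen after seeing the values, do rise, as does the number of probes passing each contrast without adjustment (599, 1010 and 1148). The paper finds the greatest commonality between 1.8 and 7.2 mg/L, where the greatest here was between 0.5 and 7.2 mg/L (86.7%), and limma at unadjusted p, chosen after seeing the values, gave 50.3% for 1.8 and 7.2 mg/L, its highest. By the Venn diagram of Fig. 3 the paper's share for this pair leaves out DET common to all treatments, while its other shares, and all shares here, include them. The 3 DET shared here by 1.8 and 7.2 mg/L were DET in all treatments, so 0 would be left by that count. The paper has citrate synthase (Contig03887_R) increased at 1.8 mg/L, where it changed by -0.11 under the 50th percentile, with a median of all probes of -0.22, and by 0.15 under the 75th percentile, 0.20 under the 50th percentile over probes well above background, 0.22 under quantile normalization, 0.30 under series matrix scaling and 1.37 under normexp, so its direction was not settled, and no setting called it a DET. The paper has ATP synthase gamma (Contig01442_R) increased at 1.8 and 7.2 mg/L, where the increase was absent without the uneven region (-0.44 and -0.22), and no setting called it.

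Of the 17 named targets that the paper gives as changed, Contig07143 was a DET. It was not one under the 75th percentile, the 50th percentile over probes well above background, quantile normalization, normexp, series matrix scaling, the replicate block or the methods' t-test, and not at 0.5 mg/L under Benjamini-Hochberg per dose or with the controls only. Leaving out replicate 1 of 0.5 mg/L also called Contig03406_R, Contig03961_R, Contig04866, Contig05643_R and Contig07816 at all concentrations, and leaving out control replicate 2 called Contig28198_R at 0.5 and 7.2 mg/L. Quantile normalization called Contig03406_R at all concentrations and Contig03312 at 7.2 mg/L, dim probes left out called Contig03406_R and Contig05643_R at all, and the methods' t-test (with the 1.5-fold cutoff) and the brighter orientations only called Contig03406_R at all. Benjamini-Hochberg per dose called Contig03406_R, Contig03961_R, Contig04866, Contig05643_R, Contig07816, Contig28198_R and Contig03312 at 7.2 mg/L. Fits with the controls only called these at 7.2 mg/L without Contig28198_R and with Contig17964_R. Chosen after seeing the values, limma at unadjusted p called Contig03325, Contig06023_R and Contig16339_R at 0.5 mg/L, the first 2 also at 7.2 mg/L, Contig06469 at 7.2 mg/L Contig03961_R, Contig04866, Contig07816, Contig25605_R and Contig17964_R at 1.8 and 7.2 mg/L, Contig03406_R and Contig05643_R at all, and Contig28198_R and Contig03312 at 7.2 mg/L. The t-test at unadjusted ANOVA p called Contig03325 and Contig06023_R at 0.5 mg/L and the targets lower than controls as limma at unadjusted p did, with Contig28198_R at 7.2 mg/L. With series matrix scaling, dim probes kept or left out, it called both P450 targets at all concentrations, Contig16339_R at 0.5 mg/L, Contig15230_R and Contig06469 at 7.2 mg/L and Contig28198_R at 1.8 and 7.2 mg/L, and of the targets lower than controls Contig05643_R at all, Contig03406_R, Contig04866, Contig07816, Contig17964_R and Contig25605_R at 1.8 and 7.2 mg/L and Contig03961_R and Contig03312 at 7.2 mg/L.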

Other observations

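The tests of slide, column, scaling and background in this part were chosen only after the result was seen.

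After the group means were removed, arrays of different groups deviated together within slides. The mean r was 0.09 for 31 pairs of arrays on the same slide and -0.09 for 32 pairs on different slides, over 5857 probes, and an exact permutation of the slides within groups gave a one-sided p of 0.0494 over 162 assignments. A difference between slides may therefore add to the spread, and every treatment had arrays on both slides. For the column of the slide the mean r was 0.17 for 13 pairs and 0.03 for 18, with an exact one-sided p of 0.0971 over 700 assignments, which leaves the column of the slide open because the pairs are few.

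Among all probes 23 had a gap of at least 1.5 on the log2 scale with 3 or more arrays on each side, and 18 of them crossed the concentration groups. In 9 of these 18, for 8 targets and 0 DET, the low side held the same 5 arrays (control replicate 1, 0.5 mg/L replicate 2, 1.8 mg/L replicate 1 and 7.2 mg/L replicates 1 and 3). A difference between slides would place the sides on the slides, and 0 probes did so. The authors' scaling left the sides apart for all 9. Probes near background would lack a bright side, and for 17 of 18 the brighter side was well above background on every array. Fragments from different parent colonies, or with different symbionts, stay a hypothesis that was not tested.

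Galaxin (Contig03164_R), which Table S3 matches to a reef coral precursor and which was chosen after its values were seen, was a DET with log2 fold changes of -2.22 at 0.5 mg/L, -0.35 at 1.8 mg/L and -2.06 at 7.2 mg/L (limma adjusted p = 0.0069, 0.684 and 0.0167), with 3, 1 and 3 of 3 arrays below all controls.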
